# Transcriptome Profiling Reveals Th17-Like Immune Responses Induced in Zebrafish Bath-Vaccinated with a Live Attenuated *Vibrio anguillarum*

**DOI:** 10.1371/journal.pone.0073871

**Published:** 2013-09-04

**Authors:** Hua Zhang, Chao Fei, Haizhen Wu, Minjun Yang, Qin Liu, Qiyao Wang, Yuanxing Zhang

## Abstract

**Background:**

A candidate vaccine, live attenuated *Vibrio anguillarum* developed in our laboratory could prevent vibriosis of fish resulted from *V. anguillarum* and *V. alginolyticus*. To elucidate the molecular mechanisms underlying the vaccine protection, we used microarray technology to compare the spleen transcriptomes of bath-vaccinated and unvaccinated zebrafish at 28 days post vaccination.

**Principal Findings:**

A total of 2164 genes and transcripts were differentially expressed, accounting for 4.9% of all genes represented on the chip. In addition to iron metabolism related to the innate immunity and the signaling pathways, these differentially expressed genes also involved in the adaptive immunity, mainly including the genes associated with B and T cells activation, proliferation and expansion. Transcription profiles of Th17-related transcription factors, cytokines and cytokine receptors during 35 days post-vaccination implied that Th17 cells be activated in bath-vaccinated zebrafish.

**Conclusion/Significance:**

The transcriptome profiling with microarray revealed the Th17-like immune response to bath-vaccination with the live attenuated *V. anguillarum* in zebrafish.

## Introduction

*Vibrio anguillarum*, a Gram negative, curved rod bacterium, is the causative agent of vibriosis in cultivated fish. The vaccination against *V. anguillarum* is now recognized as a viable strategy for controlling vibriosis. A live attenuated vaccine has been successfully constructed in our laboratory by curing the virulence plasmid pEIB1 which encodes a very efficient iron uptake system mediated by the siderophore anguibactin [1] and deleting the *aroC* gene from the wild-type strain *V. anguillarum*. It shows a remarkable immunogenicity against *V. anguillarum* for *Paralichthys olivaceus*, *Scophthalmus maximus* and zebrafish. Zebrafish vaccinated with the live attenuated vaccine strain show a relative percent survival of 90% [2]. Meanwhile, the live attenuated vaccine also had excellent cross immunoprotection against *Vibrio alginolyticus*, which is the main pathogen causing a large economic lost in the primary cultivated economic fishes, such as *Epinephelus coioides* and *Pseudosciaena crocea*, in southern China (US patent, No: 20080274136, 2010). However, the mechanism of its immune protection induced by bath-vaccination has not yet been fully understood.

The ultimate goal of a vaccine is to develop long-lived immunological protection against a given pathogen depending on long-lived memory cells and effector cells. The memory T-cell compartment consists of both CD4^+^ and CD8^+^ T cells which can rapidly acquire effector functions to kill infected cells and/or secret inflammatory cytokines that inhibit replication of the pathogen [3]. Different classes of microbes elicit lineage-specific responses from the T-cell repertoire. While helper Th1 cells produce large quantity of interferon-γ (IFN-γ) to participate in cellular immunity against intracellular pathogen, Th2 cells produce mainly interleukin-4 (IL-4) to mediate the humoral responses to extracellular pathogen. More recently, a subset of CD4^+^ T cells which were observed to preferentially produce interleukin-17 (IL-17), but not IFN-γ and IL-4, were named Th17 cells. The Th17 cells orchestrate the mucosal defense against pathogen by secreting proinflammatory cytokines IL-17 and IL-22, which stimulate the airway, intestinal and skin epithelia to secrete chemokines and an array of antimicrobial peptides which repel assault from diverse infectious agents [4]–[6]. Th17 response is likely to emerge as an early response to a number of pathogens not handled well by Th1 or Th2-type immunity, which requires robust tissue inflammation to be cleared. Indeed, through the potent induction of chemokines, Th17 cells attract other subsets of T helper cells to sites of infection at later stages of the inflammatory process [7].

Although Th17 cells have not been identified in teleost, it is thought to be an ancient lineage highly conserved in all vertebrates including the jawless lamprey [8], [9]. Zebrafish, for which an enormous amount of information on a genomics scale is available, is a well-studies model for the analysis of host-pathogen interaction during infectious disease [10]. Numerous genes associated with Th17 cells differentiation, function and signaling have been identified in this animal model. Five forms of zebrafish IL-17, the hallmark cytokines of Th17 cells, have been identified [11]. Nuclear RAR-related orphan receptor gamma (RORc), a master regulator of Th17 differentiation, is also conserved in zebrafish [12]. Other cytokines such as IL-21, IL-23 and IL-26 contributing to the Th17 cells differentiation and produced by Th17 cells were discovered in zebrafish too [13], [14]. Very recently, the Th17-like immune responses in fish were reported. It was found that Th17 lineage might be related to the severity of side effects in Atlantic salmon vaccinated with oil-adjuvanted vaccine [15] while a Th17-like immune response was demonstrated to be induced in carp infected with a protozoan parasite [16]. However, Th17-like immune response of teleost induced by bath-vaccination with the live attenuated vaccine has not been reported yet. In this work, the gene expression profiling between control and bath-vaccinated fish at 28 days post-vaccination using Zebrafish Agilent gene expression microarray chips was analyzed. Besides notably activated innate immunity, the expression profiling of the genes related to adaptive immunity responses suggested the maturation of B lymphocytes and the activation of Th17 pathway. In order to demonstrate whether Th17-like immune response be involved in the immune protection against *V. anguillarum*, the differential expression of Th17 pathway-associated genes was investigated in inoculated zebrafish during 35 days post vaccination. The results revealed a Th17-like immune response as well as antibody-mediated immune response mainly contributing to the immunoprotection against *V. anguillarum* in bath-vaccinated zebrafish.

## Materials and Methods

### Ethics Statement

The animal work presented here was approved by the Animal Care Committee, East China University of Science and Technology (approval ID: 2006(272)).

### Fish, Vaccination and Sampling

Six-month-old zebrafish weighting about 0.3 g were obtained from the animal center in our laboratory (Shanghai, China). They were reared in running dechlorinated and aerated water at 24°C on a 12∶12 h light/dark rhythm and fed with commercial feed for aquatic animal twice per day. After 6 days of acclimation, 420 zebrafish were randomly divided into three vaccinated groups and three control groups. *V. anguillarum* MVAV6203 was cultured in high-salt Luria (LB) medium at 30°C for 16 h. The cells were harvested by centrifugation and rinsed twice in 2% saline. The desired number of cells was adjusted to 1×10^8^ CFU/ml with 2% saline. Six groups of 70 zebrafish were immersed in the aerated cell-resuspended saline or 2% saline for 10 min at 24°C. At 1, 7, 14, 21, 28 and 35 days post-vaccination (dpv), 10 zebrafish from each group were euthanized and sacrificed to isolate the spleen tissue. For euthanasia, they were immersed in 300 ng ml^−1^ tricaine methanesulphonate (MS-222, Sigma, USA) for at least 10 min. At 28 days post-vaccination additional pool of spleen tissue of 10 zebrafish from each group was harvested for microarray hybridization.

### RNA Preparation, Microarray Hybridization and Data Analysis

Total RNA was isolated from spleen samples by Trizol (Invitrogen, USA) according to the manufacturer’s instructions. The RNA samples were digested with DNase (Promega, USA) to eliminate genomic DNA contaminant. The quality of RNA samples was assessed using NanoDrop ND-1000 spectrophotometer (Labtech, USA). The integrity of RNA was assessed using standard denaturing agarose gel electrophoresis. From each sample, 1 µg of total RNA was amplified and transcribed into fluorescent cDNA with the manufacturer’s Agilent’s Quick Amp Labeling protocol (version 5.7, Agilent Technologies). The labeled cDNAs were hybridized onto the Whole Zebrafish Genome Oligo Microarray (4×44 K, Agilent Technologies). After having washed the slides, the arrays were scanned by the Agilent Scanner G2505B. Agilent Feature Extraction software (version 10.5.1.1) was used to analyze acquired array images. The software determines feature intensities (including background subtraction), rejects outliers and calculates statistical confidences. Median normalization and subsequent data processing were performed using the GeneSpring GX v11.0 software package (Agilent Technologies). After median normalization of the raw data, genes that at least 4 out of 8 samples have flags in Present (“All Targets Value”) were chosen for further data analysis. Differentially expressed genes with statistical significance were identified through Volcano Plot filtering. To identify differentially expressed genes with statistical significance Fold Change ≥ 1.5 (*p* ≤ 0.05) was used as a cutoff. Pathway analysis and GO enrichment analysis were applied to determine the function of differentially expressed genes in different biological pathways or GO terms. GO analysis was performed with DAVID software tools for Functional Classification and Functional Annotation Clustering (http://david.abcc.ncifcrf.gov/home.jsp) and KEGG pathway database with default parameters. All data set can be downloaded from Gene Expression Omnibus public data base at www.ncbi.nlm.nih.gov/geo/with the GEO accession number GSE39914 (Table S1).

### Real-time Quantitative PCR Analysis

Real-time quantitative PCR was performed using the ABI Prism 7500 Detection System (Applied Biosystems, USA) with SYBR Green (Roche, USA) as the fluorescent detection dye according to the manufacturer’s protocol. Total RNA was isolated from spleen samples by Trizol (Invitrogen) according to the manufacturer’s instructions. The RNA samples were digested with DNase (Promega) to eliminate genomic DNA contaminant. First strand cDNA was synthesized by PrimeScript RT reagent kit (TaKaRa, Dalian, China) with oligo d(T) primer and random 6 mers using DNase digested total RNA as template. Primers were designed using Primer Express 3 software (Applied Biosystems) (Table S2). The thermal cycling profile consisted of an initial denaturation at 95°C for 10 min, followed by 40 cycles of denaturation at 95°C for 15 s an appropriate annealing/extension temperature at 60°C for 60 s. An additional temperature ramping step was utilized to produce melting-curves of the reaction from 60°C to 95°C. For each gene the triplicate fluorescence intensities of the control and treatment groups were measured. The relative expression of each gene was determined by comparative threshold cycle method (2^−ΔΔCt^ method) with house-keeping gene β-actin as reference gene. For each primer a standard curve was generated by analyzing serial dilutions of cDNA to optimize the designed primer. Student’s *t*-test was used to determine whether the detected expression differences were statistically significant (*p*<0.05).

## Results and Discussion

### Global Changes in Gene Expression upon Vaccination

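Spleen transcripts of bath-vaccinated and mock-bathed zebrafish were compared at 28 dpv on 6 single-colour arrays, 3 labelled control and 3 labelled vaccinated. Each array holds a pool of 10 spleens, and the replicates come from separate bath groups of 70 fish. Fish were bathed for 10 min at 24 °C in 2% saline with or without 1e+08 CFU per ml of strain MVAV6203. The replicates labelled control share 1 slide and scan and those labelled vaccinated share another, so batch and group cannot be told apart. Probes well above background numbered 17640, 25477 and 19457 on control replicates 1 to 3, and 28222, 26447 and 27842 on vaccinated replicates 1 to 3, of 43603. Median background signal was 96, 83 and 78 on the former and 42, 44 and 43 on the latter. Ovary and oocyte genes, such as the egg coat genes zp2.2 and zp3b, had a median level of 10.1 (log2 signal minus the array median) in vaccinated replicate 1. The same 18 genes had medians of 3.17 and 0.669 in vaccinated replicates 2 and 3, and 3.69, 4.76 and 5.02 in the controls. Across probes, vaccinated replicate 1 correlated with the other 5 arrays at r = 0.732 to 0.781, against 0.867 to 0.972 among those 5, and control replicate 1 correlated at 0.888 with vaccinated replicate 2 and at 0.876 and 0.867 with the other controls; probes are not independent replicates. Scanner signals were put on log2, centred on each array's median and fitted with limma, for the 25966 probes well above background on at least 3 of 6 arrays. The 35 gene lists and all but 3 of the settings were fixed before the data were examined, and p-values were adjusted over all probes tested unless stated.

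**Figure D1:**
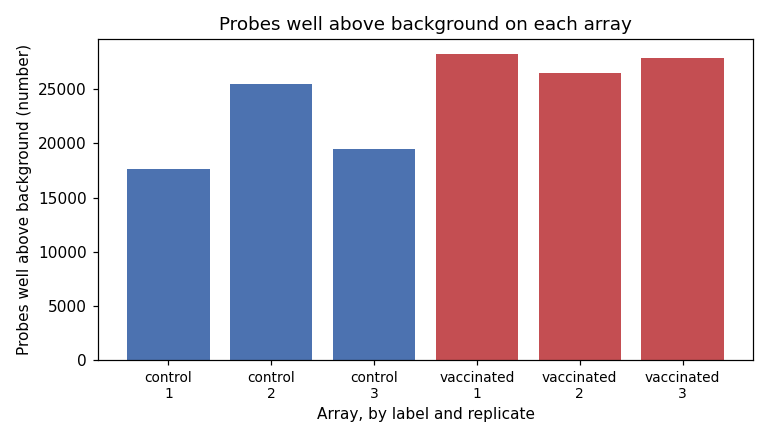
Number of probes well above background on each of the 6 arrays, by the label of the array.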

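Of the genes ranked in each direction, the lowest p-values belonged to mitfb, a transcription factor of the pigment cell lineage, with a log2 fold change of −3.66 (SE 0.47, adjusted p = 0.134 from limma), and among those higher to pdxdc1, with 3.58 (SE 0.47, adjusted p = 0.134 from limma) and 1 of 3 control arrays above background. Signs are vaccinated minus control as the arrays are labelled, and they are opposite to the direction the paper gives for nearly every gene it names; its RT-qPCR runs with the paper's direction, which does not settle it. Signal of mitfb was well above background on all 3 control arrays and on none labelled vaccinated. Under the main scaling it was thus at least 6.26-fold lower in the latter, but its log2 fold change was as small as −0.964 in another setting. The sodium-calcium exchanger gene slc8a4a and the ceramide synthase gene cers4a were likewise at least 7.83 and 7.35-fold lower under the main scaling. In other settings their log2 fold changes were as small as −0.909 and −1.05. The gene ttpa, which encodes the vitamin E transfer protein, had −3.17 (SE 0.46). In the other direction the palmitoyltransferase gene zdhhc23b (at least 2.78-fold), the cilium gene tmem237b (3.46) and the ribonuclease H2 subunit gene rnaseh2c (3.08) were above background only in the arrays labelled vaccinated. These bounds too hold under the main scaling only. Elsewhere the log2 fold changes of zdhhc23b, tmem237b and rnaseh2c were as small as 1.2, 1.37 and 1.39. Genes were ranked by p because none passed: limma gave 0 probes at an adjusted p of 0.05, the smallest being 0.134, and 2383 at fold 1.5 and unadjusted p of 0.05, where 1298 are expected by chance. Of these 1262 were higher and 1121 lower, and 395 of the higher ones were above background on no control array. At the adjusted threshold the methods' t-test gave 0 probes, array quality weights 2178, and quantile normalization with the methods' t-test, chosen after seeing the data, 16. The weights were 0.176 for control replicate 1 and 0.165 for vaccinated replicate 1, against 1.41 to 4.48 for the others, so weighted values rest mainly on 4 arrays. The count at the study's cutoff was 1177 without control replicate 3 and 1509 without control replicate 2. The share that was higher was 53%, but 39.5% by the methods' t-test, 92.6% after normexp with median scaling, 21.4% with a signal floor and 26.5% for probes above background on all 6 arrays. The groups did not overlap for 5074 probes (19.5%), against 10% by chance, and an exact permutation test of 3 against 3 arrays cannot go below p = 0.1.

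**Figure D2:**
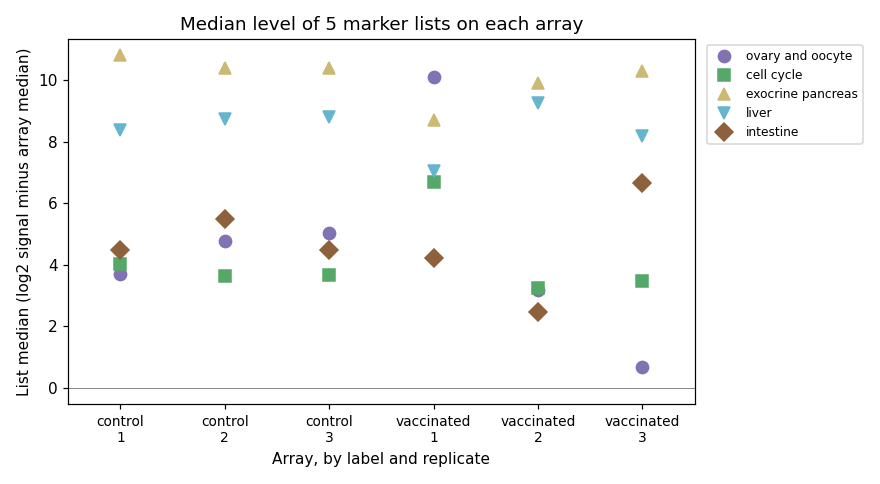
Median level of the ovary and oocyte, cell cycle, exocrine pancreas, liver and intestine lists on each of the 6 arrays.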

A total of 2164 genes and transcripts were differentially expressed using Fold Change ≥ 1.5 (*p*≤0.05) as a cutoff, accounting for 4.9% of all genes represented on the chip (Table S3). Using the web-based database for annotation, visualization and integrated discovery (DAVID), the gene ontology (GO) analysis of the genes was performed with default settings and the Ensembl Gene IDs was used as input during the process. DAVID had functional annotation for 1436 genes, making up 66.3% of all differently expressed genes. In the “molecular function” and “biological process” categories, “nucleic acid binding” and “cellular metabolic process” were the most abundant GO terms, making up 13.8% and 20.3% of each subcategory, respectively. 

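Of 40 measured chaperones of the stress response, 3 were higher in the arrays labelled vaccinated past the study's cutoff and 0 lower, with a median log2 fold change of 0.074 (camera adjusted p = 0.512). Past the cutoff, at 1 probe per gene, was hyou1, a chaperone of the endoplasmic reticulum, at 3.70 (SE 1.00) with 2 of 3 control arrays above background. So were herpud1, which acts in the degradation of misfolded proteins there, at 3.15 (SE 0.63), and pdia4, a disulfide isomerase, at 2.11 (SE 0.63). The chaperone hsp90b1 had 0.68 at its brightest probe, which was not past the cutoff. At another probe, with 2 of 3 control arrays above background, it had 3.11. Among 83 genes of oxidative phosphorylation, 2 were higher and 1 lower past that cutoff (median −0.24, adjusted p = 0.589), led by the ATP synthase subunit gene atp5pd with 2.43 (SE 0.52) and 1 of 3 control arrays above background. Genes of cytosolic ribosomal proteins numbered 71, with 3 higher, 0 lower, a median of 0.10 and adjusted p = 0.272 (past 0.05 in 7 of 20 settings, from 5.96e-11 to 0.663; adjusted p = 0.956 with an estimated correlation); rpl19 had 1.97 (SE 0.52) and rps12 1.71 (SE 0.61). Of 71 translation factors 6 were higher and 2 lower (adjusted p = 0.834), among them eif4ebp2, a repressor of cap-dependent translation, with 3.34 (SE 0.68) and 2 of 3 control arrays above background. Their median of −0.15 differs in sign from their mean of 0.0276 and from the test, which pointed up. The proteasome (46 genes, 1 higher, 0 lower, median −0.19, adjusted p = 0.915) and splicing factors (46, 2, 1, −0.14 and 0.668, in the same order) showed no shift that held its sign across settings. Adjusted over the list alone, 0 genes passed in each of these 6 lists. The sign turned under quantile normalization for the ribosomal, proteasome and splicing lists, and after normexp with median scaling for oxidative phosphorylation, translation factors, proteasome and splicing.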

GO analysis indicated that live attenuated *V. anguillarum* up- and down-regulated genes were involved in cellular metabolic process, response to stress, transcription activator activity (Table 1).

**Table 1:** GO function annotation results of differentially expressed genes.

Term	GO ID	Description	Gene No.	%*	*p* value
BP_2	GO:0044237	Cellular metabolic process	292	20.3	0.0000
BP_2	GO:0009058	Biosynthetic process	140	9.7	0.0015
BP_2	GO:0006807	Nitrogen compound metabolic process	138	9.6	0.0035
BP_2	GO:0048522	Positive regulation of cellular process	25	1.7	0.0114
BP_2	GO:0048518	Positive regulation of biological process	26	1.8	0.0139
BP_2	GO:0055085	Transmembrane transport	44	3.1	0.0141
BP_2	GO:0009893	Positive regulation of metabolic process	13	0.9	0.0148
BP_2	GO:0009056	Catabolic process	46	3.2	0.0198
BP_2	GO:0006996	Organelle organization	39	2.7	0.0328
BP_2	GO:0043170	Macromolecule metabolic process	237	16.5	0.0390
BP_2	GO:0042440	Pigment metabolic process	5	0.3	0.0520
BP_2	GO:0044238	Primary metabolic process	293	20.4	0.0524
BP_2	GO:0043933	Macromolecular complex subunit organization	18	1.2	0.0724
BP_2	GO:0048523	Negative regulation of cellular process	21	1.5	0.0859
BP_2	GO:0006950	Response to stress	36	2.5	0.0889
BP_2	GO:0007163	Establishment or maintenance of cell polarity	4	0.3	0.0980
MF_2	GO:0000166	Nucleotide binding	166	11.6	0.0016
MF_2	GO:0016563	Transcription activator activity	11	0.8	0.0046
MF_2	GO:0003676	Nucleic acid binding	198	13.8	0.0089
MF_2	GO:0008135	Translation factor activity	14	1.0	0.0160
MF_2	GO:0001882	Nucleoside binding	104	7.2	0.0330
MF_2	GO:0048037	Cofactor binding	24	1.7	0.0390
MF_2	GO:0016874	Ligase activity	26	1.8	0.0560
MF_2	GO:0008289	Lipid binding	21	1.5	0.0580
CC_2	GO:0044424	Intracellular part	323	22.5	0.0015
CC_2	GO:0005622	Intracellular	395	27.55	0.0016
CC_2	GO:0031967	Organelle envelope	25	1.75	0.0182
CC_2	GO:0043227	Membrane-bounded organelle	223	15.55	0.0429
CC_2	GO:0043233	Organelle lumen	25	1.75	0.0525
CC_2	GO:0043229	Intracellular organelle	257	17.9	0.0686
CC_2	GO:0044422	Organelle part	87	6.0	0.0816
CC_2	GO:0044446	Intracellular organelle part	87	6.0	0.0816

* the percentage of genes in the specific subcategory from each of the three GO ontologies.

The 2164 genes were mapped to the Kyoto Encyclopedia of Genes and Genomes (KEGG) to identify the biological pathways that were activated in the zebrafish in response to the vaccination. A total of 1766 genes of zebrafish transcriptome were mapped to KEGG and 46 statistically remarkable categories (*p*<0.05) were identified (Table S4), 20 of which were listed in Table 2. 

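Among 31 measured genes of MAPK signalling, the Ras gene hrasb and the kinase gene mapk6 had log2 fold changes of 1.52 and 1.82 (SE 0.47 and 0.62), each with 1 of 3 control arrays above background. The growth factor gene fgf16, with −1.26 (SE 0.55), and kras, with −1.42 (SE 0.60), were lower in the arrays labelled vaccinated. Past the study's cutoff 2 genes were higher and 1 lower, 0 passed when adjusted over the list alone, and the list's median was −0.30 (camera adjusted p = 0.512). Of 19 measured genes of the interferon response, which acts downstream of RIG-I-like receptors, 1 was higher past it, crfb1 with 1.72 (SE 0.57) and 2 of 3 control arrays above background, and 2 were lower, ifit8 with −1.75 (SE 0.61) and 2 of 3 arrays of each group above background, and irf7, a transcription factor of this response, with −1.41 (SE 0.53). The antiviral gene rsad2 had −1.86 (SE 0.82). Their median of −0.39 had an adjusted p of 0.490, with 0 genes adjusted over the list alone, and the lowest array median was that of vaccinated replicate 1 (2.15). With array quality weights the sign of the interferon list turned.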

Several signaling pathways, including MAPK, insulin, hedgehog, Wnt and RIG-I-like receptor signaling pathways, are significantly modulated.

**Table 2:** Top 20 of Statistically significant KEGG pathways in response to vaccination.

Category	Gene No.	*p* value	FDR
Ribosome	20	0.0000	0.0000
Metabolic pathways	84	0.0000	0.0000
MAPK signaling pathway	31	0.0000	0.0000
Spliceosome	18	0.0000	0.0000
Protein processing inendoplasmic reticulum	21	0.0000	0.0000
RNA transport	18	0.0000	0.0003
Insulin signaling pathway	18	0.0000	0.0006
Hedgehog signaling pathway	10	0.0001	0.0016
Phenylalanine metabolism	5	0.0002	0.0026
Dorso-ventral axis formation	6	0.0004	0.0054
Wnt signaling pathway	17	0.0004	0.0054
Pyrimidine metabolism	12	0.0004	0.0054
Regulation of actin cytoskeleton	20	0.0010	0.0109
Melanogenesis	13	0.0010	0.0109
Protein export	5	0.0013	0.0134
Cytokine-cytokinereceptor interaction	14	0.0018	0.0159
Endocytosis	20	0.0018	0.0159
Tight junction	14	0.0019	0.0159
Purine metabolism	15	0.0021	0.0167
RIG-I-like receptorsignaling pathway	7	0.0044	0.0336

To validate the differentially expressed genes identified by microarray, 10 differentially expressed genes such as inducible nitric oxide synthase 2 (iNOS2a), itga3b, STAT5, IL7R, IL22, Bcl6ab, Cdc42l, Mycb, ABCB8, and Ctsl1a were selected for real-time qPCR analysis. The expressions of all examined genes matched the microarray data (Figure 1).

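The integrin gene itga3b had a log2 fold change of −2.15 (SE 0.57, adjusted p = 0.345 from limma), with levels of 1.12 ± 0.87 (mean ± SD, n = 3) in the controls and −1.03 ± 0.42 in the arrays labelled vaccinated. Cdc42l, a relative of the small GTPase Cdc42, had −0.74 (SE 0.44), and its sign turned after normexp with median scaling. Higher in the arrays labelled vaccinated were Mycb, a relative of the Myc transcription factors, with 0.91 (SE 0.46), ABCB8, a mitochondrial transporter, with 1.63 (SE 0.47) and 2 of 3 control arrays above background, and Ctsl1a, a lysosomal protease, with 1.93 (SE 0.63). These 4 genes had adjusted p-values of 0.620, 0.582, 0.389 and 0.441 from limma, in the order given. Other probes of the same transcripts gave −0.40 and −0.73 for Mycb, and −0.10 and 0.92 for Ctsl1a. With array quality weights the adjusted p was 0.0202 for ABCB8 and 0.027 for itga3b, but 0.133 for Cdc42l, 0.125 for Mycb and 0.122 for Ctsl1a. The RT-qPCR measurements were not analysed here.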

**Figure 1:**
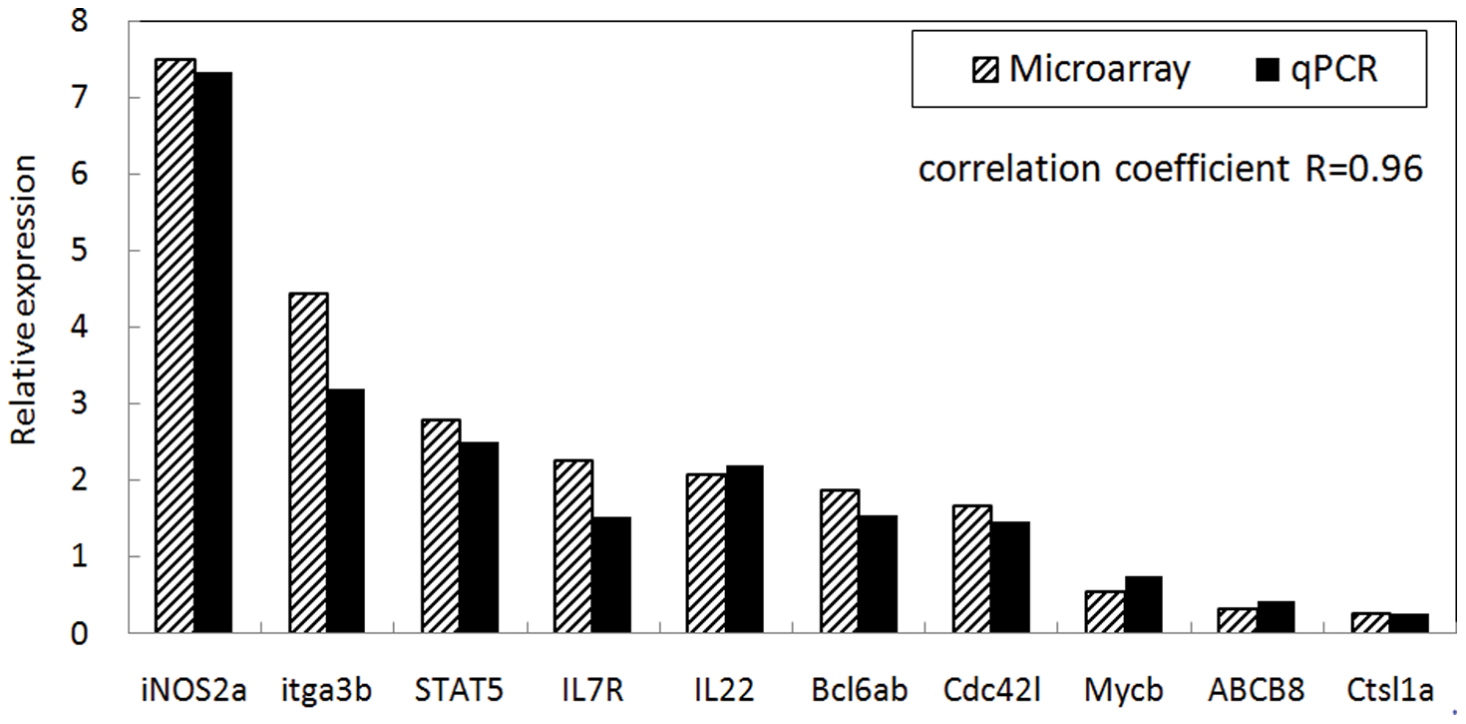
Validation of relative expression between microarray data and RT-qPCR results at 28 days post vaccination. iNOS2a: inducible nitric oxide synthase 2, itga3b: integrin alpha 3b, STAT5: Signal Transducer and Activator of Transcription 5, IL7R: interleukin 7 receptor, IL22: interleukine 22, Bcl6ab: B-cell CLL/lymphoma 6a, Cdc42l: cell division cycle 42 like, Mycb: myelocytomatosis oncogene b, ABCB8: ATP-binding cassette sub-family B member 8, Cts1a: cathepsin L 1 a.

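Prf1, a homologue of the pore-forming protein perforin, had a log2 fold change of −2.51 (SE 0.56, adjusted p = 0.262 from limma), its level being 2.95 ± 0.44 (mean ± SD, n = 3) in the controls and 0.44 ± 0.80 in the arrays labelled vaccinated. The proton pump subunit gene atp6v0ca, which acts in the acidification of lysosomes, had −1.19 (SE 0.48). In the 10 innate immunity entries of Table 3 atp6v0cb stands at a pair of probes. By limma's p, 7 were lower past the study's cutoff, 0 higher and 3 not past it, and 6 passed when adjusted over the list alone. The groups did not overlap for any of the 10, and limma's adjusted p-values over all probes ran from 0.202 to 0.626. The study chose the list by p-value on these arrays, so its direction, these counts and the lack of overlap are not independent evidence. The inflammation list, whose members were fixed in advance, held 29 measured genes, with a median of −0.88. Past the cutoff 4 were lower (nos2a, ccl20b, steap4 and hamp) and 0 higher, and 25 were not past it. Of these nos2a, ccl20b and steap4 also stand in the paper's tables, so the list is not wholly independent of the study's selection. Against all other genes the list was lower in the arrays labelled vaccinated (camera adjusted p = 0.00365; adjusted p = 0.956 with an estimated correlation), and 0 genes passed when adjusted over the list alone. The call was lost in 5 of 20 settings, with adjusted p = 0.209 without vaccinated replicate 1, 0.0563 without control replicate 1 and 0.379 with array quality weights. Those replicates had the lowest and the highest array median of the list (1.99 and 4.17), and the other medians were 2.99 and 2.61 in the controls and 3.08 and 3.78 in the arrays labelled vaccinated, the other way round. Genes of NK and cytotoxic cells (10 measured) gave 0 higher and 0 lower past the cutoff, a median of −0.30 and adjusted p = 0.698, with 1.96 for the chemokine gene ccl33.3 and −0.84 for the transcription factor runx3. The sign of that list turned with array quality weights, without control replicate 1 and without vaccinated replicate 1, and 0 of its genes passed when adjusted over the list alone.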

Many genes associated with the innate immunity were modulated in vaccinated zebrafish with the live attenuated *V. anguillarum* (Table 3). 

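The leukotriene B4 receptor gene LTB4R, whose product draws leukocytes along a lipid signal, had a log2 fold change of −3.20 (SE 0.59, adjusted p = 0.206 from limma). It was well above background on all 3 control arrays and on none labelled vaccinated. Under the main scaling LTB4R was thus at least 5.06-fold lower in the latter, but its log2 fold change was as small as −0.859 in another setting. The mannose receptor gene MRC1, which binds microbial sugars on macrophages, had −2.66 (SE 0.46) and was above background on all 6 arrays, with adjusted p = 0.202 from limma. The groups did not overlap for either gene. With array quality weights the adjusted p was 0.0104 for LTB4R and 0.00602 for MRC1, and the log2 fold change of MRC1 had an adjusted p of 0.0401 with quantile normalization and the methods' t-test, chosen after seeing the data.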

A receptor of inflammatory mediator, Leukotriene B4 receptor, was over-expressed significantly (fold = 9.19) while a scavenger receptor named mannose receptor C type 1 was up-regulated (fold = 6.33). Metalloproteins (MMPs) regulate the cell matrix composition and are evaluated as markers of inflammation [17]. Of them, MMP-9 is important for leukocyte migration and inflammation owing to its ability to degrade basement membranes and components of the extra cellular matrix [18]. MMP-13 has a key role in the MMP activation cascade and also contributes to wound repair [19]. 

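MMP13a had a log2 fold change of −2.61 (SE 0.78, adjusted p = 0.402 from limma) and MMP9 one of −1.04 (SE 0.46, adjusted p = 0.553 from limma), both lower in the arrays labelled vaccinated. Both genes encode proteases that degrade the extracellular matrix, and both were well above background on all 6 arrays. The groups did not overlap for either gene, and array quality weights gave an adjusted p of 0.0281 for MMP13a and 0.0724 for MMP9.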

The expressions of the two metalloproteins, MMP9 and MMP13, were up-regulated for 6.12 fold and 2.05 fold, respectively.

**Table 3:** List of differentially expressed genes related to innate immunity.

Accession Number	Gene Name	*p* value	Fold	Description
**Innate immunity**				
XM_002662721	LTB4R	0.0057	9.19	Leukotriene B4 receptor 1-like
NM_001104937	iNOS2a	0.0310	7.50	Nitric oxide synthase 2a, inducible
XR_084418.2	MRC1	0.0004	6.33	Mannose receptor C type 1-like (LOC100329625)
NM_201503	MMP13a	0.0481	6.12	Matrix metalloproteinase 13a
XM_683237	Prf1	0.0088	5.69	Novel protein similar to mouse and rat perforin 1 (Pore forming protein) (Prf1) Fragment
NM_205554	atp6v0cb	0.0109	2.33	ATPase, H^+^ transporting, lysosomal, V0 subunit c, b
NM_173255	atp6v0ca	0.0248	2.27	ATPase, H^+^ transporting, lysosomal, V0 subunit c, a
NM_213123	MMP9	0.0192	2.05	Matrix metalloproteinase 9
NM_199865	Cdc42l	0.0206	1.66	Cell division cycle 42, like
NM_205554	atp6v0cb	0.0078	1.62	ATPase, H^+^ transporting, lysosomal, V0 subunit c, b
**Iron metabolism**				
NM_001017734	Steap4	0.0156	3.10	STEAP family member 4
NM_001128234	SLC30a10	0.0365	2.75	Solute carrier family 30 (zinc transporter), member 10
BC092881	ISCU	0.0303	2.45	Iron-sulfur cluster scaffold homolog
NM_001103139	Hmox2a	0.0445	2.32	Heme oxygenase (decycling) 2
NM_001076602	SLC25a38a	0.0370	2.27	Solute carrier family 25, member 38
NM_001040370	SLC11a2	0.0007	2.22	Solute carrier family 11 (proton-coupled divalent metal iron transporters),member 2
NM_200486	SLC25a39	0.0350	2.02	Solute carrier family 25, member 39
NM_201192	PCBP2	0.0212	1.91	Poly(rC) binding protein 2
XM_001341755	IREB2	0.0009	1.64	Iron-responsive element binding protein 2
NM_001017544	ABCB8	0.0059	−3.09	ATP-binding cassette, sub-family B (MDR/TAP), member 8
NM_199659	cul1a	0.0387	−4.77	cullin 1a
NM_001076601	Blvra	0.0460	−6.08	Biliverdinreductase A
NM_001076662	SFXN4	0.0030	−8.34	Sideroflexin 4
NM_001045438	TMEM14c	0.0039	−10.68	Transmembrane protein 14C
NM_213021	Glrx5	0.0204	−11.97	Glutaredoxin 5 homolog (*S. cerevisiae*)
BC107969	TfR2	0.0051	−12.93	Transferrin receptor 2
NM_201306	LRPAP1	0.0141	−13.79	Low density lipoprotein receptor-related protein associated protein 1

Additionally, a number of genes related to iron metabolism were differentially expressed in the spleen of zebrafish at 28 days post bath-vaccination. 

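Of the 17 iron metabolism genes of the paper's table, 6 were higher in the arrays labelled vaccinated past the study's cutoff by limma's p. Another 6 were lower, 5 were not past it, and 6 passed when adjusted over the list alone. The study chose the list by p-value on these arrays, so neither its direction nor these counts are independent evidence. The counts take TMEM14c, Glrx5 and LRPAP1 at their brightest probes. At the table's own probes Glrx5 and LRPAP1 were past the cutoff too, higher and without overlap (log2 fold changes 3.58 and 3.82), but above background on no control array. Lower were Steap4, a ferric reductase, with a log2 fold change of −1.63 (SE 0.51), the metal transporter SLC30a10 with −1.46 (SE 0.53), ISCU, the scaffold of iron-sulphur cluster assembly, with −1.29 (SE 0.50), and the heme oxygenase Hmox2a with −1.21 (SE 0.51). Higher were the mitochondrial protein SFXN4, at least 3.06-fold and above background only in the arrays labelled vaccinated, and the biliverdin reductase Blvra with 2.60 (SE 0.77) and 1 of 3 control arrays above background, while another probe of Blvra gave −0.52. The bound for SFXN4 holds under the main scaling, and in another setting its log2 fold change was as small as 0.675. The mitochondrial carriers SLC25a38a and SLC25a39 had −1.19 and −1.02, and other probes 0.29 and 0.30; both probes of SLC25a38a were above background on 2 of 3 control arrays. For TMEM14c the brightest probe had 1.19 and the probe behind the table 3.42, with 2 of 3 control arrays above background. At the probes counted, adjusted p-values from limma ran from 0.202 to 0.983 over the 17, and the groups did not overlap for 15. The iron handling list, fixed in advance, had 35 measured genes, 3 higher, 4 lower and 28 not past the cutoff. Its median was −0.25 (camera adjusted p = 0.698), and 1 gene, sfxn4, passed when adjusted over the list alone. The list shares sfxn4 and other genes with the paper's table, so it is not wholly independent of the study's selection. The hepcidin gene hamp, a hormone that limits iron release, had −1.94 (SE 0.66), and the iron exporter gene slc40a1 −1.17 (SE 0.75). Of 15 heme synthesis genes 1 was higher past the cutoff (tmem14ca) and 0 lower, with 0 adjusted over the list alone, an adjusted p of 0.668, a median of −0.11 and a mean of 0.0923, the test pointing up. The array median of the iron handling list was lowest in vaccinated replicate 1 (3.33), without which its sign turned, and that of heme synthesis held in 14 of 20 settings.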

The nature resistance associated macrophage protein 2 (Nramp2, also known as SLC11a2) is a transporter associated with export of iron from phagosomes [20]. 

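SLC11a2, which carries iron across membranes of endosomes and phagosomes, had a log2 fold change of −1.15 (SE 0.43, adjusted p = 0.5 from limma). Its levels were 1.35 ± 0.20 (mean ± SD, n = 3) in the controls and 0.20 ± 0.036 in the arrays labelled vaccinated, without overlap. A pair of other probes of the transcript had −0.57 and −0.54, also lower.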

Its up-regulated expression (fold = 2.22) might increase the iron uptake from transferrin and low-molecular-weight iron complexes. *In vitro* uptake of hemopexin-heme complex mediated by CD91 could be inhibited by LRPAP1 (low density lipoprotein receptor-related protein associated protein 1) [21]. 

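LRPAP1 encodes a chaperone of the LDL receptor family, and its brightest probe had a log2 fold change of −0.056 (SE 0.70, adjusted p = 0.983 from limma), with 7.47 ± 1.29 in the controls and 7.41 ± 0.46 in the arrays labelled vaccinated (mean ± SD, n = 3). Another probe of the same transcript, the one behind the paper's table, was above background on no control array and on all 3 labelled vaccinated. Under the main scaling it was so at least 2.94-fold higher there (log2 fold change 3.82, SE 0.78, adjusted p = 0.239 from limma). The third, above background on 1 control array, had 0.83 (SE 0.66). For the brightest probe the sign turned in several settings, to 0.764 with array quality weights and 0.0767 without vaccinated replicate 1.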

The expression of LRPAP1 was significantly suppressed (fold = −13.79). 

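IREB2, whose product binds iron-responsive elements in transcripts, had a log2 fold change of −0.71 (SE 0.42, adjusted p = 0.619 from limma), lower in the arrays labelled vaccinated. Levels were 3.66 ± 0.083 in the controls and 2.95 ± 0.11 in the arrays labelled vaccinated (mean ± SD, n = 3), and the groups did not overlap. The sign turned after normexp with median scaling, to 0.2.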

The expression of IREB2 (iron responsive element binding protein 2) which plays a central role in iron metabolism was slightly increased (fold = 1.64). IREB2 can sense cytosolic iron levels and posttranscriptionally regulate iron metabolism genes including transferrin receptor 1 (TfR1) and ferritin H and L subunits, by binding to iron-responsive elements (IREs) within target transcripts. Its up-regulated expression implied the more iron uptake. 

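TfR2, a receptor for iron-loaded transferrin, had a log2 fold change of 3.69 (SE 0.63, adjusted p = 0.202 from limma). It was above background on no control array and on all 3 labelled vaccinated, and was at least 3.12-fold higher there under the main scaling. In another setting the log2 fold change of TfR2 was as small as 0.973. Its relative tfr1b, which takes up transferrin in most cells, had 0.16 (SE 0.59) with 2 of 3 control arrays above background. TfR2 had an adjusted p of 0.00692 with array quality weights.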

Although the expression of transferrin receptor 2 (Tfr2) which might play a role in cellular iron uptake through binding and internalizing a carrier protein transferrin (Tf) decreased considerably, its substantially lower affinity to Tf was identified and its expression was independent on cellular status of iron in contrast to Tfr1 [22]. Its decreased expression might be related to other function. Additionally, NO is a critical regulator of cellular iron homeostasis via activation of IRP (iron regulatory protein) binding to IRE (iron responsive element). The expression of iNOS2a, which could produce important antimicrobial effectors namely nitric oxide (NO) [23], was highly up-regulated (fold = 7.50). 

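The nitric oxide synthase gene iNOS2a had a log2 fold change of −3.01 (SE 0.80, adjusted p = 0.344 from limma), and was lower in the arrays labelled vaccinated. Its levels were 0.64 ± 0.75 in the controls and −2.37 ± 1.51 in the arrays labelled vaccinated (mean ± SD, n = 3), with 2 control arrays and 1 labelled vaccinated above background, so the size of the difference rests on signal mostly at background in the latter. The groups did not overlap, and array quality weights gave an adjusted p of 0.0391.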

As a ferritin iron chaperone, poly(rC) binding protein (PCBP) could deliver iron to ferritin. 

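PCBP2, a chaperone that hands iron to ferritin, had a log2 fold change of −0.94 (SE 0.46, adjusted p = 0.573 from limma) at its brightest probe, with 7.97 ± 0.12 in the controls and 7.03 ± 0.42 in the arrays labelled vaccinated (mean ± SD, n = 3). Of 4 other probes of the transcript, a pair gave −0.058 and −0.087, near no difference, and the rest 1.45 and 0.69, higher in the arrays labelled vaccinated. After normexp with median scaling the brightest probe had 0.0432, and as the mean over all its probes the gene had 0.212.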

Its up-regulated expression implied that excess iron was stored as the form of ferritin. 

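Iron genes of the paper's scheme lay in both directions at 28 dpv. At their table probes SLC11a2 and iNOS2a were lower in the arrays labelled vaccinated past the study's cutoff and TfR2 was higher. By limma's p IREB2 and PCBP2 were not past it, and the probes of PCBP2 part in sign. Glrx5, a glutaredoxin of iron-sulphur cluster assembly, had a log2 fold change of 0.49 (SE 0.50, adjusted p = 0.751 from limma) at its brightest probe. The probe behind the table was above background on no control array. Under the main scaling it was at least 3.96-fold higher in the arrays labelled vaccinated. The cullin gene cul1a, part of a ubiquitin ligase, was likewise at least 1.47-fold higher at a probe above background only in the arrays labelled vaccinated, and had −0.55 at another. With TMEM14c, Glrx5 and LRPAP1 at their brightest probes, 11 of the 17 genes of the table were above background on all 6 arrays.

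**Figure D3:**
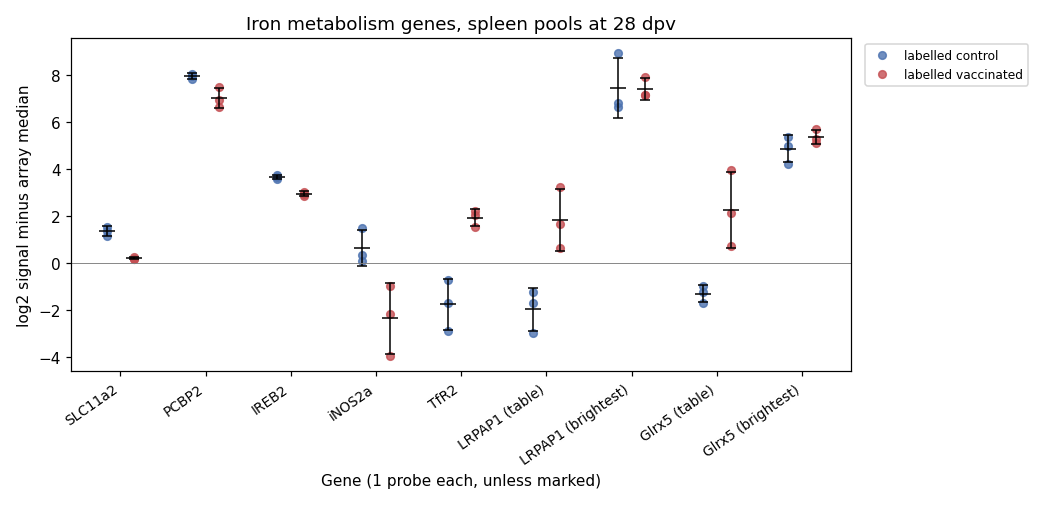
Levels of iron metabolism genes on each array, with mean and SD (n = 3 per group).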

Taken together, the genes expression changes indicated that iron uptake was increased after bath-vaccination (Figure 2).

**Figure 2:**
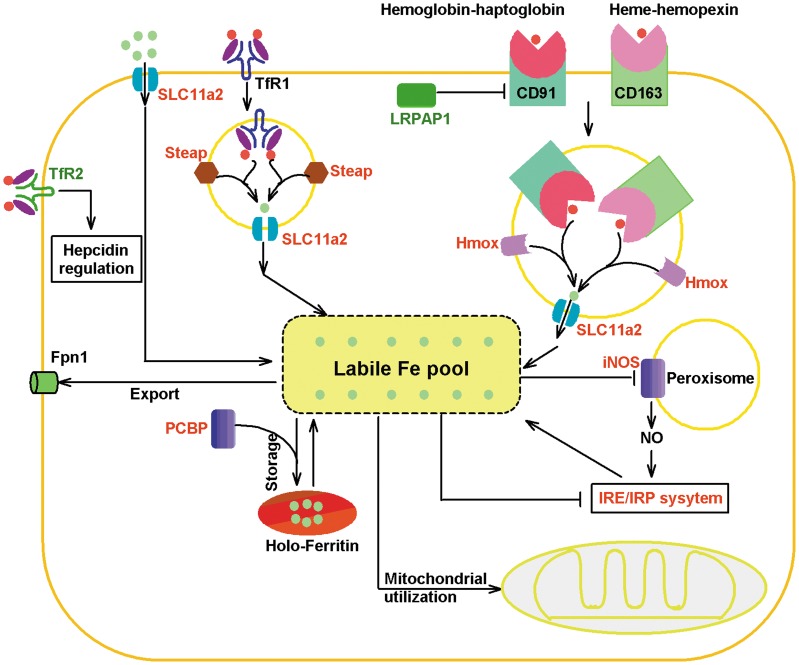
Iron uptake and metabolism were enhanced in the bath-vaccinated zebrafish. Genes related to putative iron metabolism of intracellular iron and competition for extracellular iron were differentially modulated after vaccination with the live attenuated *V. anguillarum*. Red: up-regulated, Green: down-regulated, Black: not found to be modulated.

Meanwhile, the expressions of numerous genes relevant to adaptive immunity responses were regulated, including cytokines, receptors and other proteins involved in the antigen presentation and the T-cell and B cell activation (Table 4). 

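Among cytokines and receptors of the paper's table, the erythropoietin receptor gene EpoR had a log2 fold change of −3.21 (SE 0.54, adjusted p = 0.199 from limma), the chemokine receptor XCR1a −1.66 (SE 0.47), the IL-10 receptor family member crfb4 −1.23 (SE 0.46) and the interferon ifnphi1 −0.95 (SE 0.48). The signalling gene traf4a, with −0.66 (SE 0.45), and the chaperone gene trap1, with −0.63 (SE 0.43), were also lower in the arrays labelled vaccinated. Their sign turned after normexp with median scaling, and other probes of trap1 had −0.15 and 1.56. Other probes gave 0.17 for ifnphi1, −0.17 and −0.21 for crfb4, and −0.51 and 0.37 for traf4a. Of the 12 genes 11 were tested: 7 were lower past the study's cutoff, 0 higher and 4 not past it, and 3 passed when adjusted over the list alone. The 29 genes of antigen presentation and of T-cell and B-cell activation gave 12 lower, 6 higher and 11 not past it. Among the latter was hsp90b1, counted at its brightest probe. Adjusted over that list alone, 17 passed. The study chose both lists by p-value on these arrays, so neither their directions nor the counts adjusted over the list alone are independent evidence. Higher were Ciita, the activator of MHC class II genes, with 2.49 (SE 0.72) and 1 of 3 control arrays above background, the MHC class I gene mhc1ze with 1.70 (SE 0.60), igbp1 with 2.31 (SE 0.51), and the chaperone cofactor hspbp1, at least 2.33-fold and above background only in the arrays labelled vaccinated, but 0.17 at another probe. The bound for hspbp1 holds under the main scaling, and in another setting its log2 fold change was as small as 0.364. The chaperone hsp90b1 had 0.68 at its brightest probe and 3.11 at the other, with 2 of 3 control arrays above background there; hspa8 had −0.86, but from −0.74 to 1.34 at other probes, and a turned sign after normexp with median scaling. The adhesion gene alcamb had −1.76 (SE 0.49). Adjusted p-values from limma ran from 0.199 to 0.655 for the cytokine list and from 0.253 to 0.742 for the other. The antigen presentation list, fixed in advance, had 20 measured genes, 0 higher, 0 lower and 0 adjusted over the list alone, with a median of −0.44 (camera adjusted p = 0.316); tapbp.1, which loads peptides on MHC class I, had −0.96 and mhc1uba −2.92 (SE 1.78). Its lowest array median was in vaccinated replicate 1 (5.54), without which, and with array quality weights, the sign turned.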

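The T-cell receptor alpha gene TCRAV had a log2 fold change of −2.58 (SE 0.54, adjusted p = 0.253 from limma), with 2.61 ± 0.78 in the controls and 0.029 ± 0.33 in the arrays labelled vaccinated (mean ± SD, n = 3). CD28, the co-stimulatory receptor of T cells, had −1.69 (SE 0.54) with 2 of 3 arrays of each group above background, and −0.86 at another probe. CD40, which carries T-cell help to B cells, had −1.36 (SE 0.45) with 1 of 3 control arrays above background, and the transcription factor gene creb1a −1.21 (SE 0.44), with 0.10 at another probe. MHC II, which presents peptides to helper T cells, had −0.91 (SE 0.48), with −0.0067 and 1.09 at other probes, and the B7 relative CD276 −0.81 (SE 0.46). All were lower in the arrays labelled vaccinated at these probes, with adjusted p-values of 0.428, 0.444, 0.493, 0.593 and 0.614 from limma, in the order named. The signs of MHC II and CD276 turned after normexp with median scaling. With array quality weights the adjusted p was 0.0193 for TCRAV, 0.0436 for CD28 and 0.033 for CD40. It was 0.0516 for creb1a, 0.131 for MHC II and 0.287 for CD276.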

Expression of some immunologically significant genes increased, including TCRVR, CD28, CREB, MHCII, CD276 (B7) and CD40, which could provide the activating signal and co-stimulation signal to naive T cell. From these evidences, helper T lymphocytes were activated by bath-vaccination of the live attenuated *V. anguillarum*. 

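Among T cell markers, tcf7, a transcription factor of T-cell development, had a log2 fold change of −3.30 (SE 0.65, adjusted p = 0.239 from limma), and the co-stimulatory receptor tnfrsf9a −1.65 (SE 0.59). Another probe of tcf7, above background on 1 of 3 control arrays, had 0.20 (SE 0.49). The receptor chain cd247 and the kinase itk, both of T-cell receptor signalling, had −1.54 (SE 0.94) and −1.03 (SE 0.54), with 2 of 3 control arrays above background for cd247. Of 13 measured genes of the list, 0 were higher in the arrays labelled vaccinated past the study's cutoff, 2 lower and 11 not past it, 1 adjusted over the list alone; the 1 that passed was tcf7. The median was −0.74, lower in the arrays labelled vaccinated, with a camera adjusted p of 0.0502 (adjusted p = 0.956 with an estimated correlation), and the sign held in all 20 settings. The adjusted p was under 0.05 in 12 of the 20, from 0.000939 to 0.425. The list's array median was lowest in vaccinated replicate 1 (1.72), the pool with an excess of ovary transcripts.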

Besides, The expressions of four transcription factors Bcl6, Prdm1a, Nfxl1, and STAT6 which were found to play important roles in B cells activation and differentiation and another transcription factor RBPJ (recombination signal binding protein for immunoglobulin kappa J region) which was involved in cell fate determination of margin zone B cell [24] were all elevated. 

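Nfxl1 had a log2 fold change of −1.73 (SE 0.43, adjusted p = 0.316 from limma) and Prdm1a, a transcription factor of plasma cell differentiation, −1.62 (SE 0.53, adjusted p = 0.444 from limma). RBPJ, the nuclear partner of Notch (rbpja), had −1.30 (SE 0.44) and −0.83 at a pair of probes, the first above background on 2 of 3 control arrays. STAT6, which acts below the IL-4 receptor, had −0.91 (SE 0.45), with −0.049 at another probe. Bcl6ab, a relative of the repressor of germinal centre B cells, had −0.89 (SE 0.46) with 1 of 3 control arrays above background, and −0.99 and −1.16 at other probes. All 5 genes were lower in the arrays labelled vaccinated, and the adjusted p-values of rbpja, STAT6 and Bcl6ab were 0.458, 0.579 and 0.591 from limma. Nfxl1 had an adjusted p of 0.0133 and rbpja of 0.0245 with array quality weights, while Prdm1a, STAT6 and Bcl6ab had 0.0741, 0.147 and 0.2.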

Especially, Bcl6 is a master factor of B cell differentiation. These results suggest that the differentiation and maturation of B lymphocytes were induced. 

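The B-cell adaptor gene blnk had a log2 fold change of −1.46 (SE 0.57, adjusted p = 0.509 from limma), the transcription factor mef2cb −1.17 (SE 0.48) and the chemokine receptor cxcr4a −1.02 (SE 0.73). Of 12 measured B cell and plasma cell genes, 0 were higher in the arrays labelled vaccinated past the study's cutoff, 2 lower and 10 not past it, 0 adjusted over the list alone. Their median was −0.53, lower in the arrays labelled vaccinated (camera adjusted p = 0.316). Vaccinated replicate 1 had the lowest array median of the list (1.93), and its sign turned with array quality weights.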

In our laboratory, unambiguous specific antibody response was detected in serum of vaccinated zebrafish during 28 days post vaccination [2]. Significantly enhanced specific antibody and changes in gene expression related to B cell differentiation at 28 days post bath-vaccination of live attenuated *V. anguillarum* confirmed responses of humoral immunity.

**Table 4:** List of differentially expressed genes related to adaptive immunity.

Accession number	Gene name	*p* value		Fold	Description
**Cytokines and cytokine receptors**					
NM_001043334	EpoR	0.0025	9.24		Erythropoietin receptor, involved with erythroidand lymphoid differentiation
NM_001113595	CCL20	0.0119	3.27		Chemokine (C-C motif) ligand 20
BC083364	XCR1a	0.0043	3.16		Chemokine (C motif) receptor 1
NM_001037683	TGFBR1a	0.0367	3.12		Transforming growth factor, beta receptor 1 a
BC098597	IL1β	0.0395	2.62		Interleukin 1, beta
NM_194386	TGFb3	0.0326	2.52		Transforming growth factor, beta 3
NM_001083868	crfb4	0.0098	2.35		Cytokine receptor family member b4
NM_001113507	IL7R	0.0109	2.24		Interleukin 7 receptor
BC163192	IL22	0.0228	2.08		Interleukin 22
NM_207640	ifnphi1	0.0467	1.94		Interferon phi 1 (IFNΦ), mRNA
NM_205762	traf4a	0.0449	1.58		TNF receptor-associated factor 4a
NM_001113625	trap1	0.0165	1.55		TNF receptor-associated protein 1
**Antigen present, T-cell and B cell activation**					
AF246168	TCRAV	0.0061		5.96	Isolate G5209 T-cell receptor alpha variable region mRNA, partial cds.
NM_001190309	itga3b	0.0181		4.44	Integrin, alpha 3b
NM_212634	alcamb	0.0073		3.38	Activated leukocyte cell adhesion molecule b
XM_002666544	Nfxl1	0.0003		3.32	Nuclear transcription factor, X-box binding-like 1 (Named Xbp1 in human)
XM_001923447	CD28	0.0236		3.23	T-cell-specific surface glycoprotein CD28-like (LOC100151365)
NM_194387	STAT5.1	0.0112		3.20	Signal transducer and activator of transcription 5.1
DN898368	itgb7	0.0016		3.13	Integrin, beta 7
NM_001040369	tnfrsf9a	0.0465		3.13	TNF receptor superfamily, member 9a
AY841759	Prdm1a	0.0248		3.07	PR domain containing 1a, with ZNF domain (homolog to Blimp of human)
NM_001082997	CD40	0.0037		2.57	CD40 molecule, TNF receptor superfamily member 5
NM_198878	rbpja	0.0033		2.47	Recombination signal binding protein for immunoglobulin kappa J region a
NM_200909	creb1a	0.0042		2.31	cAMP responsive element binding protein 1a
NM_001007167	MHC II	0.0483		1.88	Major histocompatibility complex class II (MHC II) DAB gene
NM_200366	STAT6	0.0162		1.87	signal transducer and activator of transcription 6, interleukin-4 induced
NM_001100074	Bcl6ab	0.0287		1.86	B-cell CLL/lymphoma 6a, genome duplicate b (similar to Bcl-6 of human)
NM_001110403	hspa8	0.0149		1.81	Heat shock protein 8
NM_001080622	CD276	0.0421		1.75	CD276 molecule
NM_214716	hspa4a	0.0492		1.70	Heat shock protein 4a
NM_200172	Mycb	0.0217		−1.88	Myelocytomatosis oncogene b
NM_131198	Ctsl1b	0.0120		−2.05	Cathepsin L b, hatching gland gene 1
NM_001045076	hspa14	0.0310		−2.07	Heat shock protein 14
NM_001089476	hsf5	0.0168		−2.06	Heat shock transcription factor family member 5
BC090693	FNYBb	0.0455		−2.38	Nuclear transcription factor Y, beta b
BC063995	mhc1ze	0.0477		−3.25	Major histocompatibility complex class I ZE gene
NM_212584	Ctsl1a	0.0435		−3.80	Cathepsin L 1a
NM_200075	hspbp1	0.0307		−4.90	HSPA (heat shock 70 kDa) binding protein, cytoplasmic cochaperone 1
NM_213522	igbp1	0.0051		−4.95	Immunoglobulin (CD79A) binding protein 1
XM_001343036	Ciita	0.0413		−5.61	Class II, major histocompatibility complex, transactivator
NM_198210	hsp90b1	0.0277		−8.64	Heat shock protein 90, beta (grp94), member 1

### Cytokines, Membrane Receptors and Transcription Factors Associated with Th17 Cell

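The Th17 axis list held 21 measured genes: 4 were lower in the arrays labelled vaccinated past the study's cutoff, 0 higher and 17 not past it, with 0 adjusted over the list alone. Those past it were ccl20b, a chemokine that draws Th17 cells, stat5a, crfb4, a chain of the IL-22 receptor, and tgfb2. The log2 fold change of tgfb2 was −1.36 (SE 0.56). All of these but tgfb2 also stand in the paper's tables, so the list is not wholly independent of the study's selection. The list's median was −0.94 (camera adjusted p = 0.0530 against all other genes; adjusted p = 0.956 with an estimated correlation), and the sign held in all 20 settings. The adjusted p passed the threshold in 11 settings and ran from 0.00111 after normexp with median scaling to 0.338 with no filter on dim probes; without vaccinated replicate 1, the pool with an excess of ovary transcripts and the lowest list median (1.68), it was 0.105.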

As the functions of those genes related to adaptive immunity were further explored, we found that several genes associated with Th17 differentiation and amplification were significantly modulated. In contrast to Th1 and Th2 cells which depend on their respective effector cytokines (IFN-γ and IL-4) for differentiation, Th17 differentiation is initiated by the combined action of IL-6, TGF-β [25], [26] and IL-1β [27]. The genes encoding IL-1β, TGF-β and TGF-β receptor in vaccinated zebrafish were up-regulated. Furthermore, the mannose receptor (MRC1) was overexpressed by 6.33 fold (*p* = 4.4×10^−4^). 

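IL1B, an inflammatory cytokine, had a log2 fold change of −1.39 (SE 0.53, adjusted p = 0.504 from limma), with 2.3 ± 0.75 in the controls and 0.91 ± 0.29 in the arrays labelled vaccinated (mean ± SD, n = 3). A probe made to another accession of the same gene had −1.04 (SE 0.48). TGFBR1a, a receptor chain for TGF-β, had −1.64 (SE 0.56), adjusted p = 0.458 from limma, at levels of 3.89 ± 0.39 and 2.25 ± 0.83 in the same order, and its other probe −1.04. For TGFb3 the probe behind the table was above background on 1 array of each group and was not tested, while other probes gave −1.01 and 0.36; tgfb1a had −0.98 (SE 0.69). The groups did not overlap for IL1B and TGFBR1a, which were lower in the arrays labelled vaccinated. Array quality weights gave an adjusted p of 0.0281 for TGFBR1a and 0.106 for IL1B.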

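The level of MRC1 was 3.63 ± 0.41 in the controls and 0.97 ± 0.15 in the arrays labelled vaccinated (log2 signal minus the array median, mean ± SD, n = 3), so the arrays labelled vaccinated were lower by more than the spread within either group.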

Although its immunological role is still unknown, a possible clue is via a role in inducing Th17 response during infection [28].

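IL22, which acts on epithelial barriers, had a log2 fold change of −1.06 (SE 0.47, adjusted p = 0.551 from limma). Its levels were 1.22 ± 0.46 in the controls and 0.16 ± 0.23 in the arrays labelled vaccinated (mean ± SD, n = 3), well above background on all 6 arrays and without overlap, lower in the arrays labelled vaccinated.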

The expression of gene encoding IL22, one of cytokines secreted by Th17 effector, was elevated by 2.08 fold. Furthermore, Cua *et al* recently indicated that IL-23 might play an important role in the terminal differentiation of Th17, potentially through its effect on re-expression of IL7R on Th17 cells [29]. Activated Th17 cells and other effector T cells showed surface expression of interleukin 7 receptor (IL7R). IL7R is essential in survival and development of cells differentiating to T cells as well as in mature T cells [30]. In addition, IL7R signaling combined with activation of STAT5 appears to play an essential, although not sufficient, role for development of memory CD4^+^ T cell [31], [32]. In this work, significant up-regulations of IL23R, IL7R and STAT5 expressions were found in 28 days post bath-vaccinated zebrafish.

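IL7R, which carries survival signals of lymphocytes, had a log2 fold change of −1.17 (SE 0.46, adjusted p = 0.510 from limma), with 3.03 ± 0.43 in the controls and 1.86 ± 0.13 in the arrays labelled vaccinated (mean ± SD, n = 3), and 0.067 at another probe. STAT5.1, a transcription factor below IL7R, had −1.68 (SE 0.50) and −1.48 (SE 0.50) at a pair of probes (adjusted p = 0.402 and 0.458 from limma), lower in the arrays labelled vaccinated at both. IL23R, a receptor chain for IL-23, had −0.16 (SE 0.80, adjusted p = 0.955 from limma) at a probe above background on 1 control array and 2 labelled vaccinated, so a difference was not detectable there. The adjusted p of STAT5.1 was 0.0441 with array quality weights, and that of IL7R 0.0913.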

IL-17 strongly recruits and activates neutrophils [33] and stimulates the release of a variety of mediators of inflammation including matrix metalloproteinases such as MMP9 [34] and MMP13 [35] which facilitate neutrophil infiltration. CCL20, a small cytokine belonging to the CC chemokine family, is strongly and specifically chemotactic for Th17 cells by its CCR6 chemokine receptor and is secreted by Th17 cells [36]. In this work, the gene expressions of all three mediators CCL20, MPP9, and MMP13 were up-regulated. Accordingly, it could be believed that the Th17-like immune response was activated in bath-vaccinated zebrafish with the live attenuated *V. anguillarum* (Figure 3).

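CCL20 had a log2 fold change of −1.71 (SE 0.50, adjusted p = 0.398 from limma), with levels of 2.22 ± 0.29 (mean ± SD, n = 3) in the controls and 0.51 ± 0.61 in the arrays labelled vaccinated. MMP9 stood at 7.01 ± 0.13 in the controls and 5.97 ± 0.45 in the arrays labelled vaccinated, and MMP13a at 6.63 ± 0.38 and 4.01 ± 1.56. For each of these 3 genes every array labelled vaccinated was lower than every control array. With array quality weights CCL20 had an adjusted p of 0.0342, MMP13a 0.0281 and MMP9 0.0724.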

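Genes of the Th17 model, among them IL1B, TGFBR1a, MRC1, IL22, IL7R, STAT5.1, CCL20, MMP9 and MMP13a, were each lower in the arrays labelled vaccinated at the tables' probes, with no overlap between the groups of 3. The study chose them on these arrays, so they are not independent evidence of direction, and IL23R, il21, stat3 and another probe of IL7R did not show it. None had an adjusted p under 0.05 from limma. The paper takes IL-1β, TGF-β and its receptor, MRC1, IL22, IL23R, IL7R, STAT5, CCL20, MMP9 and MMP13 as up-regulated on the arrays. From these it proposes that a Th17-like response was active after the bath (Fig. 3). It also rests this on a time course of Th17 genes by RT-qPCR (Fig. 4), which was not analysed here.

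**Figure D4:**
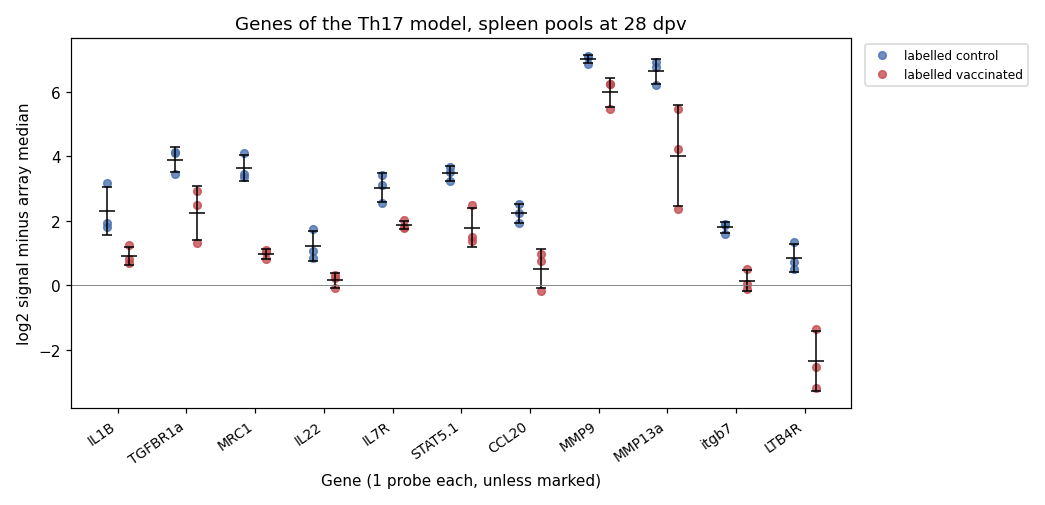
Levels of Th17 model genes on each array, with mean and SD (n = 3 per group).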

**Figure 3:**
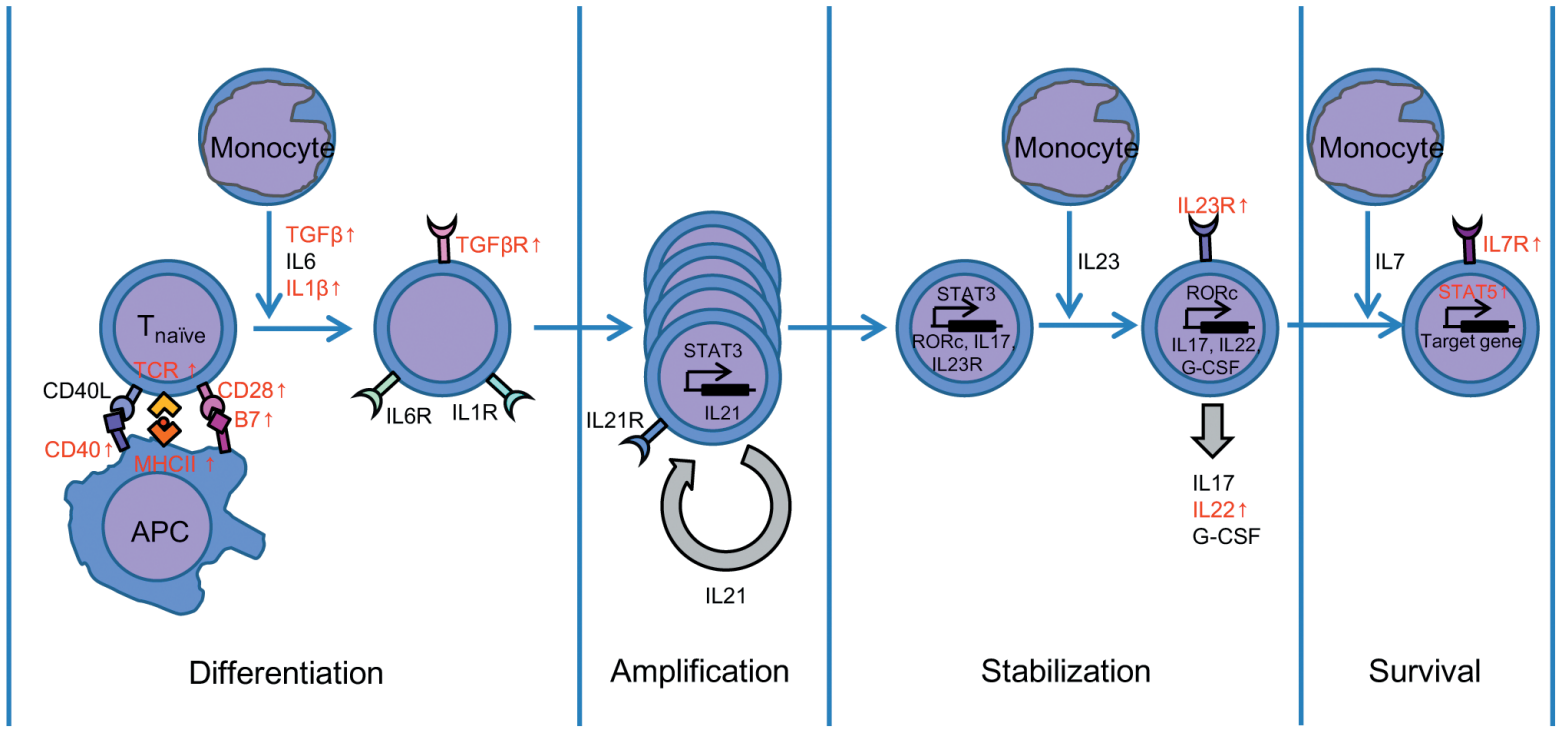
Putative differentiation pathway of Th17 cells in zebrafish. The genes related to Th17 cells differentiation and proliferation were modulated after vaccination with the live attenuated *V. anguillarum*. Red: up-regulated, Black: not found to be modulated.

Th17 cells preferentially migrate to the intestine and mucosa-associated lymphoid tissues [37] in mammal. Integrin β7, a subunit of integrin receptor and with the alpha 4 subunit, forms a specific lymphocytes receptor which is important for effectors and memory lymphocytes migration into gut [38], [39]. In addition, BLT1, the receptor for the potent lipid chemoattractant leukotriene B4 (LBT4), can mediate the recruitment of neutrophils and effector T cells [40], [41]. The expression of both receptors were up-regulated at 28 dpv post bath-vaccination. Accordingly, It is suggested that bath vaccination by the live attenuated *V. anguillarum* might enhance leukocytes chemotaxis in spleen.

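itgb7, the integrin chain of gut-homing lymphocytes, had a log2 fold change of −1.65 (SE 0.45, adjusted p = 0.354 from limma), with 1.79 ± 0.18 in the controls and 0.14 ± 0.33 in the arrays labelled vaccinated (mean ± SD, n = 3). LTB4R stood at 0.85 ± 0.43 in the controls and at −2.35 ± 0.93 in the arrays labelled vaccinated, where no array was above background. Both were lower in the arrays labelled vaccinated without overlap, and itgb7 had an adjusted p of 0.0148 with array quality weights.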

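Among neutrophil genes, the lysozyme gene lyz had a log2 fold change of 2.37 (SE 0.79, adjusted p = 0.446 from limma) with 1 of 3 control arrays above background, while cybb, a subunit of the oxidase that makes superoxide, had −1.29 (SE 0.63) and the myeloperoxidase gene mpx −1.25 (SE 0.64). Of 20 measured neutrophil genes, 1 was higher in the arrays labelled vaccinated past the study's cutoff, 0 lower and 19 not past it, 0 adjusted over the list alone, with a median of −0.49 (camera adjusted p = 0.316). Of 26 macrophage genes 2 were higher past the cutoff and 0 lower, with 0 adjusted over the list alone. Their median was −0.45 (camera adjusted p = 0.668). Those higher were the tetraspanin gene cd63 with 2.18 (SE 0.73) and the amino acid transporter gene slc7a7 with 1.84 (SE 0.68). For slc7a7, 1 of 3 control arrays was above background. The gene cd63 was not written in the macrophage list but came in through a synonym, and it also stands in the lysosome list. The lysosomal protease gene ctsd had 1.22 (SE 0.54) and the TNF receptor gene tnfrsf1a −1.17 (SE 0.62). Both lists had their lowest array median in vaccinated replicate 1 (4.22 and 6.20), and the signs of both turned without it and with array quality weights.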

### Temporal Expression Profiling of Th17-related Genes

Microarray analysis showed the signs of adaptive T cell immunity. 

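The IL-17 genes il17a/f1 and il17a/f3 and the receptor gene rorca, relatives of the signature cytokine and regulator of Th17 cells, were well above background on none of the 6 arrays. il17a/f2 and rorc were so on 1 array labelled vaccinated, and il17d, on 1 control array and 3 labelled vaccinated, had a log2 fold change of −0.39 (SE 0.60, adjusted p = 0.838 from limma). The cytokine il21 had 0.99 (SE 0.55), also with 1 control array above background, and stat3, a transcription factor of Th17 differentiation, 0.66, −0.30 and −1.04 at 3 probes. Transcripts of ifng1, the cytokine of Th1 cells, and csf3a, a growth factor of neutrophils, were not detectable at this signal on any array. All arrays are from 28 dpv, while the paper's RT-qPCR places the peak of IL-17A/F2 earlier, so they do not bear on that peak.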

Several up-regulated cytokines (TGF-β, IL-1β, IL-22), surface receptors (TGF-βR, IL-23R and IL-7R), and transcription factor STAT5 illustrated Th17 differentiation and expansion. To confirm the activation of Th17, a set of Th17-related markers were included in a temporal expression analysis during 35 days post bath-vaccination with the live attenuated *V. anguillarum*. Of the 16 genes measured, the expressions of 14 genes were significantly changed in zebrafish after vaccination as compared to control group (*p*<0.05). Among them, the expressions of 6 genes were significantly increased at 14 dpv (*p*<0.05), including TGF-β, IL-6, IL-23p19, IL-17A/F2, IL-17A/F3 and IL-17D (Figure 4, A, B, C, F). While TGF-β and IL-6 expressions were slightly, but significantly, elevated, IL-23p19 expression increased with a high peak (4-fold) at 14 dpv. The expressions of the cytokine receptors of TGF-β and IL-23 were up-regulated at 14 dpv. All three cytokines TGF-β, IL-6 and IL-23p19 play important roles in the initiation and maintenance of Th17 differentiation. IL-23 expands and stabilizes Th17 cells to produce their effector cytokines [42]. Particularly, the expression of IL-17A/F2 was highly up-regulated to the peak of over 7-fold at 14 dpv with a gently up-regulated expression of its transcription factor RORc. The expressions of two other transcription factors, STAT3 and STAT5, gradually increased after 7 dpv and reached a peak at 28 dpv (Figure 4, E). Two other cytokines IL-21 and IL-22, mainly secreted by Th17 effector, were elevated with a peak at 21 dpv and 28 dpv, respectively (Figure 4, D). Taken together, these results suggest that Th17 effector cell be activated between 14 dpv to 21dpv. The significantly up-regulated expression of the IL7R and integrin β7 at 28 days and 35 days post vaccination (Figure 4, G, H) imply the exist of immunological memory and mucosal-related immunity.

**Figure 4:**
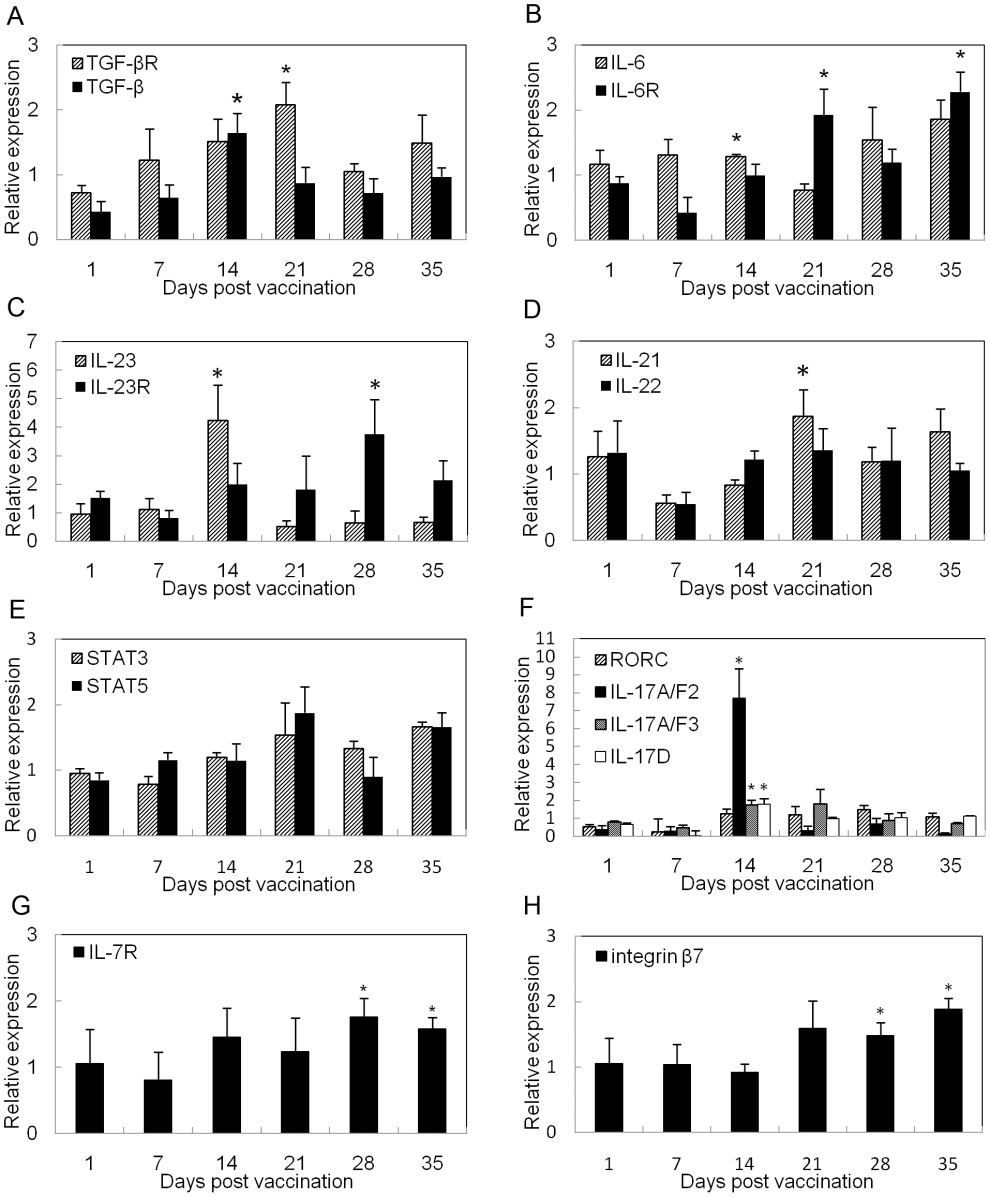
Temporal expression profiling of Th17-related genes and integrin β7 during 35 days post bath-vaccination. The mRNA level of each gene was normalized to that of β-actin. Each bar represents the mean of three biological replicates (3 pools) and error bars represent standard deviation. (^*^ *p*<0.05).

The expression profiles supported the Th17-like immune response to the live attenuated *V. anguillarum*. In mammals, studies of infectious disease highlight the critical role of Th17 response in host defense against extracellular pathogens, particularly Gram-negative bacteria that colonize mucosal surfaces. Mice infected by *Klebsiella pneumonia* [43], [44], *Bordetella pertussis* [45], or *Streptococcus pneumonia*, for example, mount a Th17 response and disruption of IL-17 signaling increase susceptibility in these model. The activation of Th17 lineage by pertusis toxin and pneumococcal antigen is necessary to confer full protection against subsequent infection [46]. Similar to *K. pneumonia* and *B. pertussis*, *V. anguillarum* is a Gram-negative, extracellular pathogenic bacterium. Following these reality and results, we assume that Th17 lineage provide protection against further infection in the bath-vaccinated zebrafish, although more evidences need to be established.

### Signaling Pathway and Adaptive Immunity

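In hedgehog signalling, hhip, which binds and restrains hedgehog ligands, had a log2 fold change of −1.28 (SE 0.51, adjusted p = 0.510 from limma) and the casein kinase gene csnk1da −1.16 (SE 0.49), both lower in the arrays labelled vaccinated. The transcription factor gli2a had −1.36 (SE 0.72) and the co-receptor cdon −0.95 (SE 0.52). Of 12 measured genes of the list, 0 were higher in the arrays labelled vaccinated past the study's cutoff, 2 lower and 10 not past it, 0 adjusted over the list alone, with a median of −0.45 (camera adjusted p = 0.421). Without vaccinated replicate 1, whose array median was the lowest (3.02), the sign turned.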

Several signaling pathway, such as Wnt and hedgehog (Hh) were significantly modulated at 28 days after bath-vaccination. During embryonic development complex but delicate interactions of these pathways are crucial for stem cell maintenance, body patterning, cell fate determination and organogenesis. Recent studies indicated that the signaling pathway was also associated with lymphocytes development, activation and differentiation. Among them, Wnt-signaling plays a prominent role in the immune system for regulating effector T-cell development, regulatory T-cell activation and dendritic-cell maturation [47]. 

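In Wnt signalling, the β-catenin genes ctnnb1 and ctnnb2 had log2 fold changes of 0.16 (SE 0.47) and 0.33 (SE 0.47) at their brightest probes, and tcf7, their DNA-binding partner, 0.20 at a second probe beside its lower first one. The kinase gene csnk1a1 had 1.74 (SE 0.58, adjusted p = 0.449 from limma) and the scaffold gene axin2 1.29 (SE 0.49, adjusted p = 0.502 from limma), higher in the arrays labelled vaccinated, while another probe of axin2 gave −0.74 and 3 others of csnk1a1 −0.49, 0.35 and −0.13. Lower were the co-receptor lrp6, with −1.31 (SE 0.43) and 1 of 3 control arrays above background, the small GTPase rac3a with −1.61 (SE 0.55) and the kinase prkcz with −1.44 (SE 0.53). At a probe behind the supplementary list the planar polarity gene vangl2 had −2.95 (SE 0.85), and the kinase prkci 2.53 (SE 0.54) with 2 of 3 control arrays above background, against 0.34 at another prkci probe and −0.30 at another vangl2 probe, above background on 1 of 3 control and 2 of 3 vaccinated arrays. The ligands wnt5a and wnt5b had −1.43 and 1.15 at their brightest probes, each with 1 of 3 control arrays above background. Another wnt5b probe, above background on 1 of 3 control and 2 of 3 vaccinated arrays, gave −0.55, the sign of wnt5a. The gene daam1b was well above background on no array. Of 61 measured Wnt genes, 6 were higher in the arrays labelled vaccinated past the study's cutoff, 6 lower and 49 not past it, 0 adjusted over the list alone. Their median was −0.28 (camera adjusted p = 0.512), and the sign turned with array quality weights.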

The expressions of most genes involved in canonical and non-canonical Wnt-signaling pathways were affected in 28 days post vaccination of the zebrafish with the live attenuated *V. anguillarum* (Figure 5). Two reports demonstrated the critical requirements of the Wnt-β-catenin pathway for Th2 differentiation [48], [49]. Although the TCF-1/β-catenin complex positively regulates Th2 initiation and further differentiation, TCF-1 represses alternative Th1 and Th17 fates in activated CD4^+^ T cells [50]. Given the timing for microarray hybridization is at 28 dpv, it is suggested that at this time point Th17-mediated immune response decrease and Th2-meiated B cell maturation are induced. 

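Of 8 measured genes of the Th1 axis and 6 of the Th2 axis, 0 were past the study's cutoff in either direction and 0 passed when adjusted over the list alone. In the Th1 axis stat1a, which acts below interferon receptors, had a log2 fold change of 0.73 (SE 1.04) and the chemokine receptor cxcr3.1 0.46 (SE 0.78). In the Th2 axis gata3, its lineage regulator, and il13ra1 were above background on all 3 arrays labelled vaccinated and on no control array, too near background for a bound on the fold, and il4r.1 had −0.96 (SE 0.74). The medians were 0.20 for Th1 (camera adjusted p = 0.668) and 0.055 for Th2 (0.834). The Th2 sign held in 12 of 18 settings and turned after normexp with either scaling, with a signal floor and without each of 3 of the arrays; that of Th1 held in all 20 settings.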

Emerging trends also highlight the capacity of Th17 cells to bridge the gap between innate and adaptive immunity and attract other subset of T helper cell to sites of infection at later stages of the inflammatory process [51]. This deduction is consistent with our results that peak of Th17-mediated immune response appears at 14 dpv and specific antibody response at 28 dpv. Furthermore, Wnt/Ca^2+^ signaling activates NFAT, NF-κB and Bcl6 and up-regulates CD40 expression. NFAT may intensify Wnt/Ca^2+^ signaling by activating NF-κB and Bcl6 for protection of B cells [52]. Hedgehog signaling modulates mature T cell functions through the regulation of cell cycle progression [53]–[55]. Our observation indicated that adaptive immunity induced by the live attenuated *V. anguillarum* are mainly mediated by Th17 cells and B cells.

**Figure 5:**
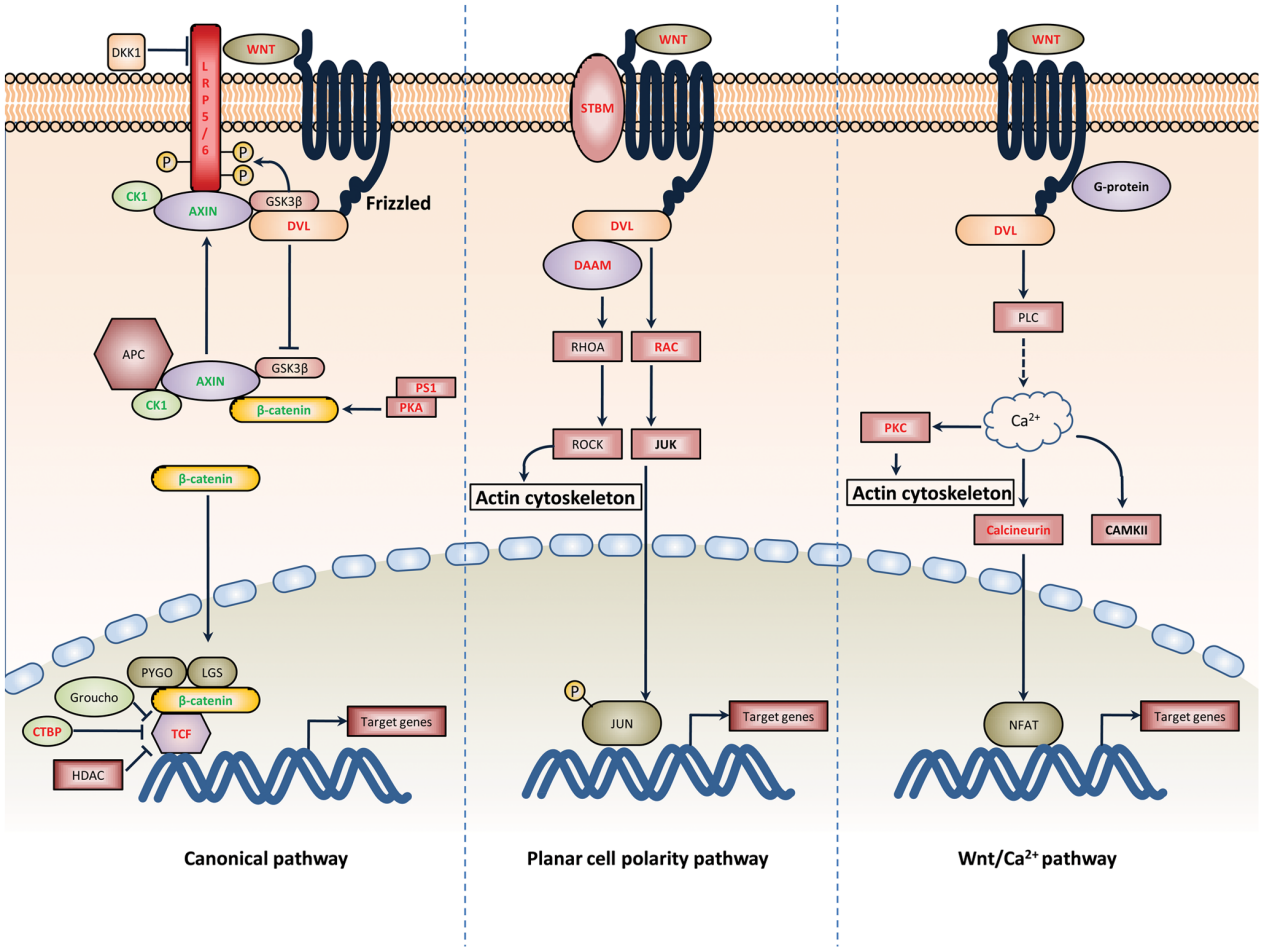
Effects of vaccination with the live attenuated *V. anguillarum* on Wnt signaling pathway. The genes related to Wnt signaling pathway were modulated after vaccination with the live attenuated *V. anguillarum*. Red: up-regulated, Green: down-regulated, Black: not found to be modulated. WNT: wingless-type MMTV integration site family, DKK1: Dickkopf homologue 1, LRP5/6: LDL-receptor-related protein 5/6, CK1: casein kinase, GSK3β: glycogen synthase kinase 3β, AXIN: axis inhibition protein, DVL: mammalian homologue of *Drosophila* dishevelled, APC : adenomatous polyposis coli, PKA: cAMP-dependent protein kinase catalytic subunit alpha, PS-1: presenilin 1, PYGO: legless CREB binding protein, LGS: pygopus CREB binding protein, TCF: T-cell factor, GRG:Groucho, CTBP: C-terminal binding protein, HDAC: histone deacetylases, STBM: VANGL planar cell polarity protein 2, DAAM: dishevelled associated activator of morphogenesis, RHOA: ras homolog family member A, RAC: ras-related C3 botulinum toxin substrate, ROCK: Rho-associated coiled-coil containing protein kinase, JNK: Jun N-terminal kinase, JUN: jun proto-oncogene, PLC: phospholipase C, PKC: protein kinase C, CAMKII: calcium calmodulin mediated kinase II, NFAT: nuclear factor of activated T cells.

## Conclusions

The analysis of the transcriptome and gene expression in the live attenuated *V. anguillarum*-vaccinated zebrafish revealed the changes of genes involved in both innate and adaptive immunity. Adaptive immunity associated with Th17-like immune response and antibody response can account for the high level RPS of bath-vaccinated zebrafish. Activation of Th17 pathway implies that bath-vaccination of the live attenuated *V. anguillarum* evokes mucosa immune response which plays pivotal role in orchestrating the mucosal barrier against pathogen. These findings provided valuable leads for further investigation into the mucosal immune response induced by immersion route. The modification of immunity factors and anti-infection at the mucosal site of entry may be a focus in the next work.

## Supporting Information

Table S1 The matrix table deposited at GEO.
(XLS)

Table S2 Primers used for real-time quantitative PCR analysis.
(XLS)

Table S3 Complete list of differentially expressed genes.

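The copy of Table S3 used here holds 1999 of the 2164 genes and transcripts, 1328 with a positive fold change and 671 with a negative one. For tcf7, vangl2, prkci and every other probe in it the sign is opposite to vaccinated minus control as the arrays are labelled: 0 had the labelled sign and 1999 the opposite one. Their sizes and p-values matched, within 1e-04, those of the methods' t-test on the deposited values, a setting chosen after seeing the data, which gave 836 probes higher and 1328 lower in the arrays labelled vaccinated, with 0 at an adjusted p of 0.05.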

(XLS)

Table S4 Complete list of KEGG pathways of differentially expressed genes.
(XLS)

## References

[1] WuH, MaY, ZhangY, ZhangH (2004) Complete sequence of virulence plasmid pEIB1 from the marine fish pathogen *Vibrio anguillarum* strain MVM425 and location of its replication region. J Appl Microbiol 97: 1021–1028.1547941810.1111/j.1365-2672.2004.02387.x

[2] ZhangZH, WuHZ, XiaoJF, WangQY, LiuQ, et al (2012) Immune responses of zebrafish (*Danio rerio*) induced by bath-vaccination with a live attenuated *Vibrio anguillarum* vaccine candidate. Fish Shellfish Immunol 33: 36–41.2250719710.1016/j.fsi.2012.03.031

[3] KaechSM, WherryEJ, AhmedR (2002) Effector and memory T-cell differentiation: implications for vaccine development. Nat Rev Immunol 2: 251–262.1200199610.1038/nri778

[4] AujlaSJ, ChanYR, ZhengM, FeiM, AskewDJ, et al (2008) IL-22 mediates mucosal host defense against Gram-negative bacterial pneumonia. Nat Med 14: 275–281.1826411010.1038/nm1710PMC2901867

[5] ZhengY, ValdezPA, DanilenkoDM, HuY, SaSM, et al (2008) Interleukin-22 mediates early host defense against attaching and effacing bacterial pathogens. Nat Med 14: 282–289.1826410910.1038/nm1720

[6] LiangSC, TanXY, LuxenbergDP, KarimR, Dunussi-JoannopoulosK, et al (2006) Interleukin (IL)-22 and IL-17 are coexpressed by Th17 cells and cooperatively enhance expression of antimicrobial peptides. J Exp Med 203: 2271–2279.1698281110.1084/jem.20061308PMC2118116

[7] KhaderSA, BellGK, PearlJE, FountainJJ, Rangel-morenoJ, et al (2007) IL-23 and IL-17 in the establishment of protective pulmonary CD4^+^ T cell responses after vaccination and during *Mycobacterium tuberculosis* challenge.Nat Immunol. 8: 369–377.10.1038/ni144917351619

[8] SavanR, SakaiM (2006) Genomics of fish cytokines. Comp Biochem Phys D 1: 89–101.10.1016/j.cbd.2005.08.00520483237

[9] TsutsuiS, NakamuraO, WatanabeT (2007) Lamprey (*Lethenteron japonicum*) IL-17 upregulated by LPS-stimulation in the skin cells. Immuno genetics 59: 873–882.10.1007/s00251-007-0254-217924104

[10] PhelpsHA, NeelyMN (2005) Evolution of the zebrafish model: from development to immunity and infectious disease. Zebrafish 2: 87–103.1824816910.1089/zeb.2005.2.87

[11] GunimaladeviI, SavanR, SakaiM (2006) Identification, cloning and characterization of interleukin-17 and its family from zebrafish. Fish Shellfish Immunol 21: 393–403.1667782810.1016/j.fsi.2006.01.004

[12] FloresMV, HallC, JuryA, CrosierK, CrosierP (2007) The zebrafish retinoid-related orphan receptor (*ror*) gene family.Gene Expr Patterns. 7: 535–543.10.1016/j.modgep.2007.02.00117374568

[13] HoltA, MitraS, van der SarAM, AlnabulsiA, SecombesCJ, et al (2011) Discovery of zebrafish (*Danio rerio*) interleukin-23 alpha (IL-23a) chain, a subunit important for the formation of IL-23, a cytokine involved in the development of Th17 cells and inflammation. Mol Immunol 48: 981–991.2132452810.1016/j.molimm.2010.12.012

[14] IgawaD, SakaiM, SavanR (2006) An unexpected discovery of two interferon gamma-like genes along with interleukin (IL)-22 and-26 from teleost: IL-22 and-26 genes have been described for the first time outside mammals. Mol Immunol 43: 999–1009.1600506810.1016/j.molimm.2005.05.009

[15] StephenM, GlennAC, InderjitSM, BenK, ØysteinE (2010) High gene expression of inflammatory markers and IL-17A correlates with severity of injection site reactions of Atlantic salmon vaccinated with oil-adjuvanted vaccines. BMC Genomics 11: 336.2050762410.1186/1471-2164-11-336PMC2996971

[16] RibeiroCM, PontesMJ, BirdS, ChadzinskaM, ScheerM, et al (2010) Trypanosomiasis- induced Th17-like immune responses in carp. PLoS ONE 5: e13012.2088595610.1371/journal.pone.0013012PMC2946394

[17] JohnsonLL, DyerR, HupeDJ (1998) Matrix metalloproteinases. Curr Opin Chem Biol 2: 466–471.973691910.1016/s1367-5931(98)80122-1

[18] DuboisB, MasureS, HurtenbachU, PaemenL, HeremansH, et al (1999) Resistance of young gelatinase B-deficient mice to experimental autoimmune encephalomyelitis and necrotizing tail lesions. J Clin Invest 104: 1507–1515.1058751410.1172/JCI6886PMC409857

[19] LeemanMF, CurranS, MurrayGI (2002) The structure, regulation, and function of human matrix metalloproteinase13. Crit Rev Biochem Mol Biol 37: 149–166.1213944110.1080/10409230290771483

[20] WardropSRichardsonD (2000) Interferon-γ and lipopolysaccharide regulate the expression of Nramp2 and increase the uptake of iron from low relative molecular mass complexes by macrophages. Eur J Biochem 267: 6586–6593.1105411010.1046/j.1432-1327.2000.01752.x

[21] HvidbergV, ManieckiMB, JacobsenC, HøjrupP, MøllerHJ, et al (2005) Identification of the receptor scavenging hemopexin-heme complexes. Blood 106: 2572–2579.1594708510.1182/blood-2005-03-1185

[22] KawabataH, GermainRS, VuongPT, NakamakiT, SaidJW, et al (2000) Transferrin receptor 2-α supports cell growth both in iron-chelated cultured cells and in vivo. Journal of Biological Chemistry 275 (22): 16618–16625.10.1074/jbc.M90884619910748106

[23] BogdanC (2001) Nitric oxide and the immune response. Nat Immunol 2: 907–916.1157734610.1038/ni1001-907

[24] TanigakiK, HanH, YamamotoN, TashiroK, IkegawaM, et al (2002) Notch-RBP-J signaling is involved in cell fate determination of marginal zone B cells. Nat Immunol 3: 443–450.1196754310.1038/ni793

[25] BettelliE, CarrierY, GaoWD, KornT, StromTB, et al (2006) Reciprocal developmental pathways for the generation of pathogenic effector T_H_17 and regulatory T cells. Nature 441: 235–238.1664883810.1038/nature04753

[26] ManganPR, HarringtonLE, O’QuinnDB, HelmsWS, BullardDC, et al (2006) Trans- forming growth factor-β induces development of the T_H_17 lineage. Nature 441: 231–234.1664883710.1038/nature04754

[27] Acosta-RodriguezEV, NapolitaniG, LanzavecchiaA, SallustoF (2007) Interleukins 1β and 6 but not transforming growth factor-β are essential for the differentiation of interleukin 17-producing human T helper cells. Nat Immunol 8: 942–949.1767604510.1038/ni1496

[28] Van de VeerdonkFL, MarijnissenRJ, KullbergBJ, KoenenHJPM, ChengSC, et al (2009) The macrophage mannose receptor induces IL-17 in response to *Candida albicans* . Cell Host Microbe 5: 329–340.1938011210.1016/j.chom.2009.02.006

[29] McGeachyMJ, ChenY, TatoCM, LaurenceA, Joyce-ShaikhB, et al (2009) The interleukin 23 receptor is essential for the terminal differentiation of interleukin 17-producing effector T helper cells in vivo. Nat Immunol 10: 314–324.1918280810.1038/ni.1698PMC2945605

[30] JiangQ, LiWQ, AielloFB, MazzucchelliR, AsefaB, et al (2005) Cell biology of IL-7, a key lymphotrophin. Cytokine Growth F R 16: 513–533.10.1016/j.cytogfr.2005.05.00415996891

[31] KondrackRM, HarbertsonJ, TanJT, McBreenME, SurhCD, etal (2003) Interleukin 7 regulates the survival and generation of memory CD4 cells. J Exp Med 198: 1797–1806.1466290710.1084/jem.20030735PMC2194153

[32] OsborneLC, DhanjiS, SnowJW, PriatelJJ, MaMC, et al (2007) Impaired CD8 T cell memory and CD4 T cell primary responses in IL-7R alpha mutant mice. J Exp Med 204: 619–631.1732520210.1084/jem.20061871PMC2137912

[33] MiossecP, KornT, KuchrooVK (2009) Interleukin-17 and type 17 helper T cells. New Engl J Med 361: 888–898.1971048710.1056/NEJMra0707449

[34] JovanovicDV, Martel-PelletierJ, Di BattistaJA, MineauF, JolicoeurFC, et al (2000) Stimulation of 92-kd gelatinase production by interleukin-17 in human monocyte/macrophages. Arthritis Rheum 43: 1134–1144.1081756810.1002/1529-0131(200005)43:5<1134::AID-ANR24>3.0.CO;2-#

[35] RifasS, ArackalS (2003) T cells regulate the expression of matrix metalloproteinase in human osteoblasts via a dual mitogen-activated protein kinase mechanism. Arthritis Rheum 48: 993–1001.1268754110.1002/art.10872

[36] HirotaK, YoshitomiH, HashimotoM, MaedaS, TeradairaS, et al (2007) Preferential recruitment of CCR6-expressing Th17 cells to inflamed joints via CCL20 in rheumatoid arthritis and its animal model.J Exp Med. 204: 2803–2812.10.1084/jem.20071397PMC211852518025126

[37] WangC, KangSG, LeeJ, SunZ, JimCH (2009) The roles of CCR6 in migration of Th17 cells and regulation of effector T-cell balance in the gut. Mucosal Immunol 2: 173–183.1912975710.1038/mi.2008.84PMC2709747

[38] KanteleA, ZivnyJ, HakkinenM, ElsonCO, MesteckyJ (1999) Differential homing commitments of antigen-specific T cells after oral or parenteral immunization in humans. J Immunol 162: 5173–5177.10227989

[39] RottLS, RoseJR, BassD, WilliamsMB, GreenbergHB, et al (1997) Expression of mucosal homing receptor alpha4beta7 by circulating CD4+ cells with memory for intestinal rotavirus. J Clin Invest 100: 1204–1208.927673810.1172/JCI119633PMC508297

[40] TagerAM, BromleySK, MedoffBD, IslamSA, BercurySD, et al (2003) Leukotriene B4 receptor BLT1 mediates early effector T cell recruitment. Nat Immunol 4: 982–990.1294953110.1038/ni970

[41] LusterAD, AlonR, von AndrianUH (2005) Immune cell migration in inflammation: present and future therapeutic targets. Nat Immunol 6: 1182–1190.1636955710.1038/ni1275

[42] BettelliE, KornT, KuchrooVK (2008) Induction and effector functions of TH17 cells. Nature 453: 1051–1057.1856315610.1038/nature07036PMC6280661

[43] HappelKI, DubinPJ, ZhengM, GhilardiN, LockhartC, et al (2005) Divergent roles of IL-23 and IL-12 in host defense against *Klebsiella pneumoniae* . J Exp Med 202: 761–769.1615768310.1084/jem.20050193PMC2212952

[44] YeP, RodriguezFH, KanalyS, StockingKL, SchurrJ, et al (2001) Requirement of interleukin 17 receptor signaling for lung CXC chemokine and granulocyte colony- stimulating factor expression, neutrophil recruitment, and host defense. J Exp Med 194: 519–527.1151460710.1084/jem.194.4.519PMC2193502

[45] HigginsSC, JarnickiAG, LavelleEC, MillsKH (2006) TLR4 mediates vaccine-induced protective cellular immunity to *Bordetella pertussis*: role of IL-17-producing T cells. J Immunol 177: 7980–7989.1711447110.4049/jimmunol.177.11.7980

[46] MalleyR, SrivastavaA, LipsitchM, ThompsonCM, WatkinsC, et al (2006) Antibody- independent, interleukin-17A-mediated, cross-serotype immunity to pneumococci in mice immunized intranasally with the cell wall polysaccharide. Infect Immun 74: 2187–2195.1655204910.1128/IAI.74.4.2187-2195.2006PMC1418935

[47] StaalFJ, LuisTC, TiemessenMM (2008) WNT signalling in the immune system: WNT is spreading its wings. Nat Rev Immunol 8: 581–593.1861788510.1038/nri2360

[48] YuQ, SharmaA, OhSY, MoonHG, HossainMZ, et al (2009) T cell factor 1 initiates the T helper type 2 fate by inducing the transcription factor GATA-3 and repressing interferon-gamma. Nat Immunol 10: 992–999.1964892310.1038/ni.1762PMC2824257

[49] NotaniD, GottimukkalaKP, JayaniRS, LimayeAS, DamleMV, et al (2008) Global regulator SATB1 recruits beta-catenin and regulates TH2 differentiation in Wnt-dependent manner. PLoS Biol. 8: e1000296.10.1371/journal.pbio.1000296PMC281115220126258

[50] YuQ, SharmaA, GhoshA, SenJM (2011) T cell factor-1 negatively regulates expression of IL-17 family of cytokines and protects mice from experimental autoimmune encephalomyelitis. J Immunol 186: 3946–3952.2133936310.4049/jimmunol.1003497PMC3158594

[51] StockingerB, VeldhoenM, MartinB (2007) Th17 T cells: linking innate and adaptive immunity. Semin Immunol 19: 353–361.1802358910.1016/j.smim.2007.10.008

[52] KimJ, KimDW, GhoshA, SenJM (2012) Wnt5a is secreted by follicular dendritic cells to protect germinal center B cells via Wnt/Ca^2+^/NFAT/NF-κB-B Cell lymphoma 6 signaling. J Immunol 188: 182–189.2212412210.4049/jimmunol.1102297

[53] LowreyJA, StewartGA, LindeyS, HoyneGF, DallmanMJ, et al (2002) Sonic hedgehog promotes cell cycle progression in activated peripheral CD4^+^ T lymphocytes. J Immunol 169: 1869–1875.1216551110.4049/jimmunol.169.4.1869

[54] StewartGA, LowreyJA, WakelinSJ, FitchPM, LindeyS, et al (2002) Sonic hedgehog signaling modulates activation of and cytokine production by human peripheral CD4^+^ T cells. J Immunol 169: 5451–5457.1242192010.4049/jimmunol.169.10.5451

[55] SacedonR, DiezB, NunezV, Hernandez-LopezC, Gutierrez-FriasC, et al (2005) Sonic hedgehog is produced by follicular dendritic cells and protects germinal center B cells from apoptosis. J Immunol 174: 1456–1461.1566190410.4049/jimmunol.174.3.1456

How the deposited data were processed for this re-analysis (not part of the article)

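Spleen RNA of zebrafish at 28 dpv was measured on 6 Agilent zebrafish 4×44K arrays, 3 labelled control and 3 labelled vaccinated, each with a pool of 10 spleens. The replicates of a group are pools from separate bath groups. The authors scanned the arrays and extracted features with Feature Extraction 10.5.1.1, and the deposited scanner files give a processed signal (intensity, background subtracted, no log) for each of 43603 probes that are not controls. The authors' deposited normalized values are on log2, as the log of signal minus a centre for each array. Which scale and centre they use was settled by comparison: each column correlated with the log2 scanner signal at r of at least 0.999958, with an offset close to the log2 array median (4.305 against 4.299 for control replicate 1, the farthest apart), and after the authors' filter the column medians were 2.45, 2.23 and 2.27 for the controls and 2.29, 2.24 and 2.31 for the vaccinated arrays. The authors' fold changes in the tables are a linear ratio, written with a minus sign where they are below 1, and were used as the paper's values, after turning their direction. The array labels, slide and scan of each file put the groups on separate slides, so a slide term could not be fitted.

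Signals were taken to log2 and the median over probes of each array was subtracted, so that a level is in log2 units above the array median. Spots with an outlier mark were left out, and probes were kept when well above background on at least 3 of 6 arrays with at least 2 values in each group. This left 25966 probes, of which 17331 matched 9869 gene symbols; over the whole array 25258 probes (57.9%) matched a symbol through their RefSeq accession. Groups were compared with limma 3.58.1 under R 4.3.3, with files read by data.table 1.17.8; SE is the moderated standard error, p-values are two-sided and were adjusted by Benjamini-Hochberg over all tested probes. The study's cutoff is a fold of 1.5 or more with an unadjusted p of 0.05 or less. It was applied to limma's p unless another test is named, so a gene not past it here can be past it by the paper's p. The paper names no test for the arrays and Student's test for RT-qPCR; the same test of equal variance, run per probe, is called the methods' t-test. Where all arrays of 1 group were not above background, a lower bound on the fold was computed under the main scaling. Each dim array was raised to at least its lowest signal above background, and no fold is given where no bound above 1 could be had. Other settings gave smaller folds than the bound for some of these genes. A gene was represented by its brightest tested probe unless another is named, but a gene of the paper's tables by a probe that the copy of Table S3 lists, where there is one. The probe used was not the brightest for 24 of the tested table entries, and for 10 of these the brightest had the other sign, so values of table genes lean towards the study's selection. For TMEM14c, Glrx5, LRPAP1 and hsp90b1 the probe used was not the table's own.

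The genes named are those the paper's tables and text name, 10 genes in each direction, and up to 4 members of smallest p of each list; values in the paper's tables count as seen. The 10 were to be those of largest fold change at the adjusted threshold without overlap between groups, filled up by smallest p among genes with a fold of at least 1.5 and no overlap; none passed, so all were filled up that way. Of the 35 lists, 29 were written out gene by gene. The other 6 were taken by the form of the symbol (cytosolic ribosomal proteins, proteasome, oxidative phosphorylation, splicing, translation factors and histones). Several of the 29 hold genes of the paper's tables, which the study chose on these arrays, so those lists depend in part on its selection. Members were matched to gene symbols, through synonyms where needed. A measured gene can therefore carry a name not written in its list, such as cd63 among the macrophage genes. The 29 cover blood and immune cell types, inflammation, interferon, T helper axes, iron and heme, and Wnt, hedgehog and MAPK signalling. They also cover chaperones, cell cycle, early response genes, lysosome, endothelium and stroma, and tissues a spleen sample could carry with it. Lists were tested with camera at a preset correlation of 0.01 against all other genes, adjusted over the 35; with an estimated correlation 0 lists passed, and fry's smallest adjusted p was 0.874. A list's sign across settings is that of its shift against all other genes.

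The fit was tested on simulated data with 25966 probes and 6 arrays: of 100 probes changed by 2 log2 units 0 passed the adjusted threshold and 69 the study's cutoff, and of 100 changed by 4 units 34 and 97 did. There 1 unchanged probe passed the adjusted threshold and 1330 the cutoff, and 99 of 100 signs were right. Simulated values were drawn independently for each probe and array, with no slide effect, outlying pool or correlation between genes. The counts of false calls therefore need not hold for the real arrays. Across arrays 40.46% to 64.72% of probes were well above background, and 0 spots were saturated. Alternatives were 75th percentile, quantile and normexp scaling, a signal floor, the deposited values, other filters, the methods' t-test, array quality weights, another prior, a replicate block, each array left out, the mean over a gene's probes, and other list tests. Files for normexp gave a median but no mean signal, and the median was used. Replicate numbers do not pair the arrays: deviations from the group mean correlated across probes at −0.113, −0.0588 and −0.0674 between control and vaccinated arrays of a number. Table 4's accession for STAT6 belongs to another gene in Table S3, and the probes of stat6 were used. RT-qPCR, antibody and protection data were not analysed here, and gene ontology and KEGG tests were not repeated.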

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

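All tests in this part were chosen after the result was seen, apart from that of noise near the background. Groups of 3 arrays were not tested for outliers. Of genes outside those the paper discusses, the ovary and oocyte list had a median of 10.1 (log2 signal minus the array median) in vaccinated replicate 1, above the highest control at 5.02. The cell cycle list had 6.69 in the same replicate, above the highest control at 4.02, and the intestine list 6.66 in vaccinated replicate 3, above 5.5.

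Ovary and oocyte transcripts, such as zp2.3 (11.05), zp3a.1 (11.25) and zar1 (10.26), were highest in vaccinated replicate 1 for 17 of 18 measured genes, with a median excess of 6.1 over the mean of the other arrays (quartiles 5.47 to 6.75). Vaccinated replicates 2 and 3 lay below the controls over the list by a median of −2.45 (quartiles −2.74 to −1.44). They argue against vaccination as a source common to the group, but cannot exclude an effect in 1 pool. Ovary tissue in that pool is a candidate source, and 10 of the 18 genes were above background on all 6 arrays, so the other pools were not free of such transcripts. Age and sex of the pooled fish were not tested.

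The sign of the published folds is opposite to the labels for 1999 probes of the Table S3 copy, with the same size, and 0 have the sign of the labels. Folds written as control over vaccinated would give this, and so would sample labels exchanged between the 2 slides. The 2 cannot be told apart from the arrays, because both give the same signs and sizes. No biological explanation was tested for this pattern. The paper's RT-qPCR runs with its direction, as exchanged array labels would give. It used other pools and was not analysed here, so it does not settle it.

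Probes of 1 accession part from each other: for probes past the study's cutoff, 67.3% of the other tested probes of the accession had the same sign (95% interval 64.7 to 70), against 56.5% for probes with p over 0.5. The share was 60.4% for probes higher in the arrays labelled vaccinated, near that of probes with p over 0.5, and 76.1% for those lower. Noise near the background may contribute: the share was 4.2 percentage points higher for probes above background on all 6 arrays than for those on 3 to 5 (95% interval −1.04 to 9.32), which leaves it open. A share no higher than 56.5% had been set as the mark of chance values alone, and the interval around 67.3% lies above that. This cannot decide on chance, however. Probes of 1 accession read the same pools, so a chance difference between pools would give them the same sign too. The probes with p over 0.5 were picked for small differences, with a median size of 0.209 log2 units, which lowers their accord. Of the 68 probes behind the paper's tables, which the study selected, 36 had others: 40 of 62 others had the same sign, 3 of them past the cutoff, while 2 (trap1 and hspa8) were past it with the opposite sign, and all 62 others had a median of 0.266 in the table probe's direction against 1.18 for the table probes. Different transcripts of a gene were not tested.

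With 6 arrays there are 10 splits into 3 and 3, too few for a share under 0.05. At the study's cutoff 2 of 10 splits, the real one included, gave as many probes (2383; highest other 2496, for control replicate 1 with vaccinated replicates 2 and 3 against the rest). At the adjusted threshold the real value and the highest other were both 0, and with a real value of 0 the comparison tests nothing.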

How the results depend on the processing

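Tests chosen after seeing the data are the deposited values with the methods' t-test, quantile normalization with the methods' t-test, and probes above background on all 6 arrays without vaccinated replicate 1. Over 26 settings 1868 of 1893 recomputed gene fold changes kept their direction and 25 were reversed; 73 of 86 named probes kept it in every setting. Named probes passed the adjusted threshold 52 times, 51 of them with array quality weights, 32 of these at probes standing for entries of the paper's tables. Some lists not past the threshold in the main setting passed it in others: thrombocyte in 3, ovary in 4 and chaperones in 2 of 20, and antigen presentation, neutrophil, erythroid, liver, intestine, oxidative phosphorylation, proteasome and translation factors in 1. The slide could not be fitted, since each slide holds 1 group, and dim control arrays limit what can be read as lower in the controls. Where a value changed, the cause was not tested, apart from settings with fewer probes or arrays.

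Array quality weights gave 2178 probes at the adjusted threshold (main 0) and 7074 at the study's cutoff, 3999 higher and 3075 lower, and 0.764 for LRPAP1. Quantile normalization gave 0.0691 for LRPAP1, and with the methods' t-test 16 probes at the adjusted threshold and 0.0691. Normexp then quantile gave 6 lists past the threshold (main 2) and 0.128 for LRPAP1. Normexp then median, which moved the median of all probes to 0.372, gave 3287 higher, 261 lower, 23 probes standing for entries of the paper's tables past the cutoff (main 44) and 10 lists; log2 fold changes turned to 0.168 for Cdc42l, 0.0432 for PCBP2, 0.2 for IREB2, 0.929 for LRPAP1, 0.199 for traf4a, 0.132 for trap1, 0.0811 for MHC II, 0.141 for hspa8 and 0.0177 for CD276. The signal floor, with a median of −0.352, gave 662 higher, 2428 lower and 6 lists, and turned Ctsl1b to −0.616 and hsf5 to −0.812. The authors' deposited values gave 6 lists, and with the methods' t-test 836 higher. No filter on dim probes gave 9681 past the cutoff, 8464 of them lower. Above background on all 6 arrays left 1391, 368 higher, with 7 lists, and without vaccinated replicate 1 1494, 565 higher, and 0.0767 for LRPAP1; above background on 3 arrays of a group gave 4 lists. A replicate block gave 5 lists, 2019 probes past the cutoff, 34 such entries and 0 at the adjusted threshold. The mean over probes of a gene gave 7 lists, and 0.212 for PCBP2, 1.53 for LRPAP1, 0.26 for trap1, 0.0531 for hspa8, −0.072 for Mycb and −0.135 for nfyb. With camera's estimated correlation and with fry 0 lists passed.

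Leaving out each array in turn, probes past the study's cutoff ran from 1177 (without control replicate 3) to 3076, probes past the cutoff, higher in vaccinated, from 623 to 1821, probes past the cutoff, lower in vaccinated, from 554 to 1255, table entries past it from 28 to 43, and lists past the threshold from 1 to 13. Table entries were 28 without control replicate 3 and 29 without vaccinated replicate 2, and the log2 fold change of LRPAP1 ran from −0.472 to 0.687, turning to 0.687 without control replicate 1, 0.0767 without vaccinated replicate 1 and 0.0764 without vaccinated replicate 3. Under a fold of 2 probes past the study's cutoff numbered 2379, and with the methods' t-test 2173.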

Differences from the paper's values

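Tests chosen after the values were seen are the deposited values with the methods' t-test, quantile normalization with the methods' t-test, and probes above background on all 6 arrays without vaccinated replicate 1. The paper's folds match the arrays only after a turn of direction, so folds are control over vaccinated, with a minus sign where the ratio is below 1. For the brightest probe of its transcript, TMEM14c had −2.28 against the paper's −10.68, Glrx5 −1.41 against the paper's −11.97, LRPAP1 1.04 against the paper's −13.79 and hsp90b1 −1.6 against the paper's −8.64; of 22 settings 0 came within the spread for each of the 4, which take in every alternative set before the data were examined that gives a fold. The table's own probe gave −10.7 for TMEM14c and −8.64 for hsp90b1, each with 2 of 3 control arrays above background. Those of Glrx5 and LRPAP1 were above background on no control array. For them only bounds of 3.96-fold and 2.94-fold higher in the arrays labelled vaccinated can be given, under the main scaling. For MMP9 the text gives 6.12, the paper's value, and the arrays 2.05, with 0 of 22 settings within the spread. For MMP13 the text gives 2.05, the paper's value, and the arrays 6.13, where the 22 settings ran from 3.18 to 10.1 and 9 were within the spread: quantile normalization, normexp then quantile, normexp then median, array quality weights, and without control replicate 2, control replicate 3 or vaccinated replicate 1, all set before the data were examined, and quantile normalization with the methods' t-test and probes above background on all 6 arrays without vaccinated replicate 1, both chosen after seeing the values. The paper's Table 3 gives the text's pair the other way round.

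The paper's count of 2164 and the 2383 found here did not differ by these rules, and 18 of 23 settings were within them; the deposited values with the methods' t-test, chosen after seeing the values, gave 2164. The paper's share of the array is 4.9%, and the share here was 5.47%. The paper gives nearly every named gene the direction opposite to the labels: of the probes standing for genes of its tables, 66 were opposite, 1 had the same sign (LRPAP1 at its brightest probe) and 1, TGFb3, was not tested. After the turn, at the tables' own probes 67 of 67 tested folds came within the spread, 9 of them with a group above background on no array, where the fold is not a measured size; the 4 that did not are those given above, at other probes. The paper states IL23R as higher, and the arrays gave a log2 fold change of −0.16 (SE 0.80).

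No named gene passed the adjusted threshold with limma, where the paper calls them at an unadjusted p. With limma's p in the study's cutoff, 44 of the 67 tested probes standing for entries of its tables passed. At the tables' own probes 47 of 67 did. The methods' t-test on the deposited values, chosen after seeing the values, matched the p-values of all 1999 probes of the Table S3 copy. The counts by limma therefore do not show that genes miss the cutoff by the paper's own p-values. Array quality weights called 32 of the probes standing for table entries, among them EpoR (adjusted p = 0.00632), Prf1 (0.0122), alcamb (0.0137) and Ciita (0.0137), and quantile normalization with the methods' t-test, chosen after seeing the values, called MRC1.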

Other observations

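No test in this part was chosen after the result was seen, apart from the settings that were added after seeing the data. Immediate early genes, which respond within minutes to stimulation or handling, were lower in the arrays labelled vaccinated as a list (camera adjusted p = 0.000279; adjusted p = 0.956 with an estimated correlation). Of 24 measured, 5 were lower past the study's cutoff, 0 higher and 19 not past it, with a median log2 fold change of −0.83; fosl2, 1 of the AP-1 family, passed when adjusted over the list alone, at −2.30 (SE 0.46, adjusted p = 0.239 from limma). The nuclear receptor gene nr4a3 had −1.88 (SE 0.52), junba −1.40 (SE 0.53) and egr1 −1.66 (SE 0.56), the last with 1 of 3 control arrays and 2 of 3 vaccinated above background. The array medians were lowest in vaccinated replicate 1 (3.3) and highest in control replicate 1 (6.23), and those of the other 4 arrays lay close together, at 5.2 and 5.35 in the controls and 5.05 and 5.2 in the arrays labelled vaccinated; the call was lost in 1 of 20 settings, the one on probes above background on all 6 arrays without vaccinated replicate 1, chosen after seeing the data (adjusted p = 0.0563).

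Endothelium and stroma genes had a median of −0.85 (adjusted p = 0.0530, under 0.05 in 9 of 20 settings, from 0.00796 to 0.689; adjusted p = 0.956 with an estimated correlation; 0 higher, 1 lower and 14 not past the cutoff), with −1.25 (SE 0.54) for the VEGF receptor gene kdrl and −1.36 (SE 0.66) for collagen gene col1a1a. Thrombocyte genes had −0.88 (adjusted p = 0.0889, under 0.05 in 3 of 20 settings, from 0.0238 to 0.71; 0, 0 and 7), with −1.34 (SE 0.72) for the thrombopoietin receptor gene mpl and −1.22 (SE 0.64) for gp1bb; the signs of both lists held in all 20 settings. Erythroid genes had −0.52 (adjusted p = 0.272; 0, 0 and 26), with −1.50 (SE 0.87) for the globin gene hbaa2 and −1.28 (SE 0.73) for its regulator tal1, and the sign turned without vaccinated replicate 1. In vaccinated replicate 1 the 3 lists had array medians of 3.39, 5.00 and 4.06, each the lowest of the 6 arrays. Cell cycle genes had a median of 0.81 (adjusted p = 0.0530, under 0.05 in 9 of 20 settings, from 0.000242 to 0.66; adjusted p = 0.956 with an estimated correlation; 0, 0 and 28), higher in the arrays labelled vaccinated, with 1.58 (SE 1.15) for the mitotic kinase gene aurkb and −1.31 (SE 0.81) for the replication gene mcm6. Their array median was 6.69 in vaccinated replicate 1, with its excess of ovary transcripts, and 3.25 and 3.47 in replicates 2 and 3, and the sign turned without it and with array quality weights. Histone genes had 0.15 (adjusted p = 0.668; 0, 1 and 13), the 1 past the cutoff being hist2h2l with −1.10 (SE 0.45). Lysosome and proton pump genes had −0.10 (adjusted p = 0.810; 3, 1 and 25), with 1.72 (SE 0.70) for the pump subunit gene atp6v1e1b and 1.47 (SE 0.62) for the ceramidase gene asah1a; the list's median lay 0.00807 above that of all genes while the test pointed down. In each of these lists 0 genes passed when adjusted over the list alone.

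Lists of other tissues were measured in all pools: array medians ran from 8.72 to 10.8 for exocrine pancreas, 7.06 to 9.26 for liver and 2.46 to 6.66 for intestine. Pancreas genes had a median log2 fold change of 0.097 and a mean of −0.166, the test pointing down (adjusted p = 0.864; 0 higher, 2 lower and 15 not past the cutoff), with −1.33 (SE 0.54) for the carboxypeptidase gene cpb1. Liver genes had −0.50 (adjusted p = 0.316; 0, 0 and 24), with −1.81 (SE 0.99) for the fibrinogen gene fgb, and the sign turned without vaccinated replicate 1. Intestine genes had −0.88 (adjusted p = 0.668; 0, 1 and 14), with −2.09 (SE 0.72) for the apolipoprotein gene apoa4a. Muscle genes had a median of 0.0048 and a mean of −0.304, the test pointing down (adjusted p = 0.668; 0, 2 and 15); ckmb, a creatine kinase gene, passed when adjusted over the list alone with −2.91 (SE 0.57, adjusted p = 0.239 from limma), and the list's sign held in 12 of 20 settings. Ovary genes had 0.030 (adjusted p = 0.646, under 0.05 in 4 of 20 settings, from 2.03e-07 to 0.839; 0, 0 and 18), with 1.45 (SE 1.3) for the oocyte growth factor gene gdf9 with 1 of 3 control arrays above background, and testis genes 0.17 (adjusted p = 0.668; 0, 0 and 14), with none of the 14 above background on all 6 arrays. Testis turned sign after normexp with median scaling and with a signal floor, ovary without vaccinated replicate 1, and intestine without vaccinated replicate 2. In these lists 0 genes passed when adjusted over the list alone, apart from ckmb.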
